# Tumor necrosis factor-related apoptosis-inducing ligand (TRAIL) deletion in myeloid cells augments cholestatic liver injury

**DOI:** 10.1038/s41598-024-52710-3

**Published:** 2024-01-25

**Authors:** Anuradha Krishnan, Nazli Begum Ozturk, Kaiyel A. Cutshaw, Maria Eugenia Guicciardi, Takashi Kitagataya, Kirsta E. Olson, Kevin D. Pavelko, William Sherman, Alexander Q. Wixom, Nidhi Jalan-Sakrikar, Michelle Baez-Faria, Florencia Gutierrez, Gregory J. Gores

**Keywords:** Immunology, Gastroenterology

## Abstract

Ductular reactive (DR) cells exacerbate cholestatic liver injury and fibrosis. Herein, we posit that tumor necrosis factor-related apoptosis-inducing ligand (TRAIL) emanates from recruited macrophages and restrains DR cell expansion, thereby limiting cholestatic liver injury. Wild type (WT), *Trail*^*fl/fl*^ and myeloid-specific *Trail* deleted (*Trail*^*Δmye*^) C57BL/6 mice were exposed to DDC diet-induced cholestatic liver injury, which induced hepatomegaly and liver injury as compared to control diet-fed mice. However, parameters of liver injury, fibrosis, and inflammation were all increased in the *Trail*^*Δmye*^ mice as compared to the WT and *Trail*^*fl/fl*^ mice. High dimensional mass cytometry indicated that cholestasis resulted in increased hepatic recruitment of subsets of macrophages and neutrophils in the *Trail*^*Δmye*^ mice. Spatial transcriptomics analysis revealed that the PanCK^+^ cholangiocytes from *Trail*^*Δmye*^ mice had increased expression of the known myeloid attractants *S100a8, Cxcl5, Cx3cl1,* and *Cxcl1.* Additionally, in situ hybridization of *Cxcl1,* a potent neutrophil chemoattractant, demonstrated an increased expression in CK19^+^ cholangiocytes of *Trail*^*Δmye*^ mice. Collectively, these data suggest that TRAIL from myeloid cells, particularly macrophages, restrains a subset of DR cells (i.e., *Cxcl1* positive cells), limiting liver inflammation and fibrosis. Reprogramming macrophages to express TRAIL may be salutary in cholestasis.

## Introduction

Cholangiocytes, the specialized epithelial cells that line the bile ducts, account for 4 to 5% of the total liver cell population and perform unique physiological functions related to the modification and secretion of bile and the elimination of xenobiotics and drug metabolites^1,2^. Various injurious stimuli can lead to cholangiocyte dysfunction and biliary tract injury, resulting in disease states collectively referred to as cholangiopathies. Cholangiopathies are characterized by impaired bile formation or bile flow, hepatic inflammation, and fibrosis^2,3^. A prominent feature of cholangiopathies is the presence of ductular reactive (DR) cells, typically arising in the peri-biliary region, but which can extend into the hepatic parenchyma^2,4^. DR cells, which retain a cholangiocyte-like phenotype, are assembled into irregular duct-like structures that occur in close association with immune cells and activated myofibroblasts^5^. In human liver diseases the magnitude of DR cells correlates with the severity of liver fibrosis^6^. Aberrant signaling between DR cells, neighborhood immune cells and myofibroblasts occurs in cholestatic liver injury thereby potentiating inflammation and fibrosis. Macrophages are the predominant immune cell population in the DR cell niche^7^. However, they display conflicting roles in liver injury and repair, either contributing to disease mitigation or to its progression^7,8^. Understanding the nature of the ductular reaction in cholangiopathies and the contextual relationship between DR cells and macrophages would help clarify their contribution towards disease progression.

Tumor Necrosis Factor Related Apoptosis Inducing Ligand (TRAIL), encoded by the gene *Tnfsf10*, is the ligand to a canonical death receptor termed as TRAIL Receptor (TR) that is involved in pro-inflammatory and pro-apoptotic signaling^9^. TRAIL has two pro-apoptotic receptors in humans, TR1 known as death receptor 4 (DR4) and TR2 known as death receptor 5 (DR5), whereas mice have only one TR (mTR). The binding of TRAIL to TRs triggers either a canonical pro-apoptotic pathway resulting in cell death, or an alternative non-canonical signaling pathway that results in the activation of the NF-κB pathway which leads to inflammatory gene expression^10^. Interestingly, we have reported that germline deletion of mTR in the *Mdr2*^*−*/*−*^ mice, a well-established model of cholestatic liver disease, augments the ductular reaction, macrophage accumulation, and hepatic fibrosis^11^. Further, expansion of the DR cell population occurred in the context of decreased apoptosis without alterations of DR cell proliferation rates. Hence, pro-apoptotic TRAIL signaling in DR cells limits their abundance and mitigates cholestatic liver injury. TRs are ubiquitously expressed by all cells, whereas TRAIL, the only known ligand for the TR, is expressed primarily by immune cells, including macrophages^12^. The liver is populated by resident macrophages, also known as Kupffer cells, and recruited bone marrow-derived macrophages (BMDMs) derived from circulating monocytes^13,14^. Notwithstanding their origin, macrophages display a spectrum of activation states that are tissue and context specific^15,16^. Germline deletion of mTR in the *Mdr2*^*−/−*^ mice promoted the accumulation of a subset of alternately activated macrophages that were CD206^+^MERTK^+^LGALS3^+^. Moreover, MERTK^+^ macrophages also expressed TRAIL, suggesting that TRAIL originating from macrophages limited the expansion of DR cells^11^. Thus, we posited that macrophage-derived TRAIL restrains DR cell expansion and limits fibrosis by inducing DR cell apoptosis. Herein, we employed the 3,5-diethoxycarbonyl-1,4-dihyrocollidine (DDC) diet-induced cholestatic liver injury in mice that were deficient in TRAIL in the myeloid cell compartment. The results suggest that deletion of TRAIL in the myeloid cells is sufficient to augment liver injury and increase DR cell expansion and hepatic fibrosis. Myeloid TRAIL appears to restrain a DR cell subpopulation, providing insight into the mechanism governing the abundance of DR cells in cholestasis. Reprogramming the intrahepatic, myeloid cell population to express TRAIL may be a salutary therapeutic strategy in cholestatic liver injury.

## Results

### Deletion of *Tnfsf10 (Trail)* in myeloid cells augments liver injury in DDC diet-induced cholestasis

Intrahepatic expression of *Tnfsf10*, the gene for TRAIL, was significantly diminished in *Trail*^*∆mye*^ mice as compared to WT or *Trail*^*fl/fl*^ mice (Fig. 1A). Importantly, there was no difference in the hepatic gene expression of *Tnfsf10* between the WT or *Trail*^*fl/fl*^ mice. Age and gender-matched WT, *Trail*^*fl/fl*^ and *Trail*^*∆mye*^ mice were maintained on an intermittent feeding regime of the DDC diet as depicted in Fig. 1B. Body weights were decreased in all DDC diet-fed mice, as compared to the control diet-fed mice (Fig. 1C). Liver-body weight ratios were higher for all DDC-fed mice but were significantly elevated in the *Trail*^*Δmye*^ mice (Fig. 1D). Serum biochemical analysis indicated that while the DDC diet caused liver injury in all experimental mice, parameters of cholestatic liver injury, viz., serum ALP, and ALT were increased in the *Trail*^*Δmye*^ mice (Fig. 1E,F). Total bilirubin was also increased in *Trail*^*Δmye*^ mice as compared to WT mice with cholestatic injury (Fig. 1G). Additionally, cholesterol levels were elevated in the cholestatic *Trail*^*Δmye*^ mice (Fig. 1H). There were no significant differences between male and female mice. Histological evaluation of H&E staining revealed bile ducts obstructed with protoporphyrin in the DDC-fed mice (Fig. 1I). Portal inflammation was apparent in all cholestatic mice but was more extensive in the *Trail*^*Δmye*^ mice as compared to the WT or the *Trail*^*fl/fl*^ mice (Fig. 1I). Taken together, these observations suggest that conditional deletion of *Trail* in the myeloid cell population exacerbates the clinical features of cholestatic liver injury and portal tract inflammation.

**Figure 1:**
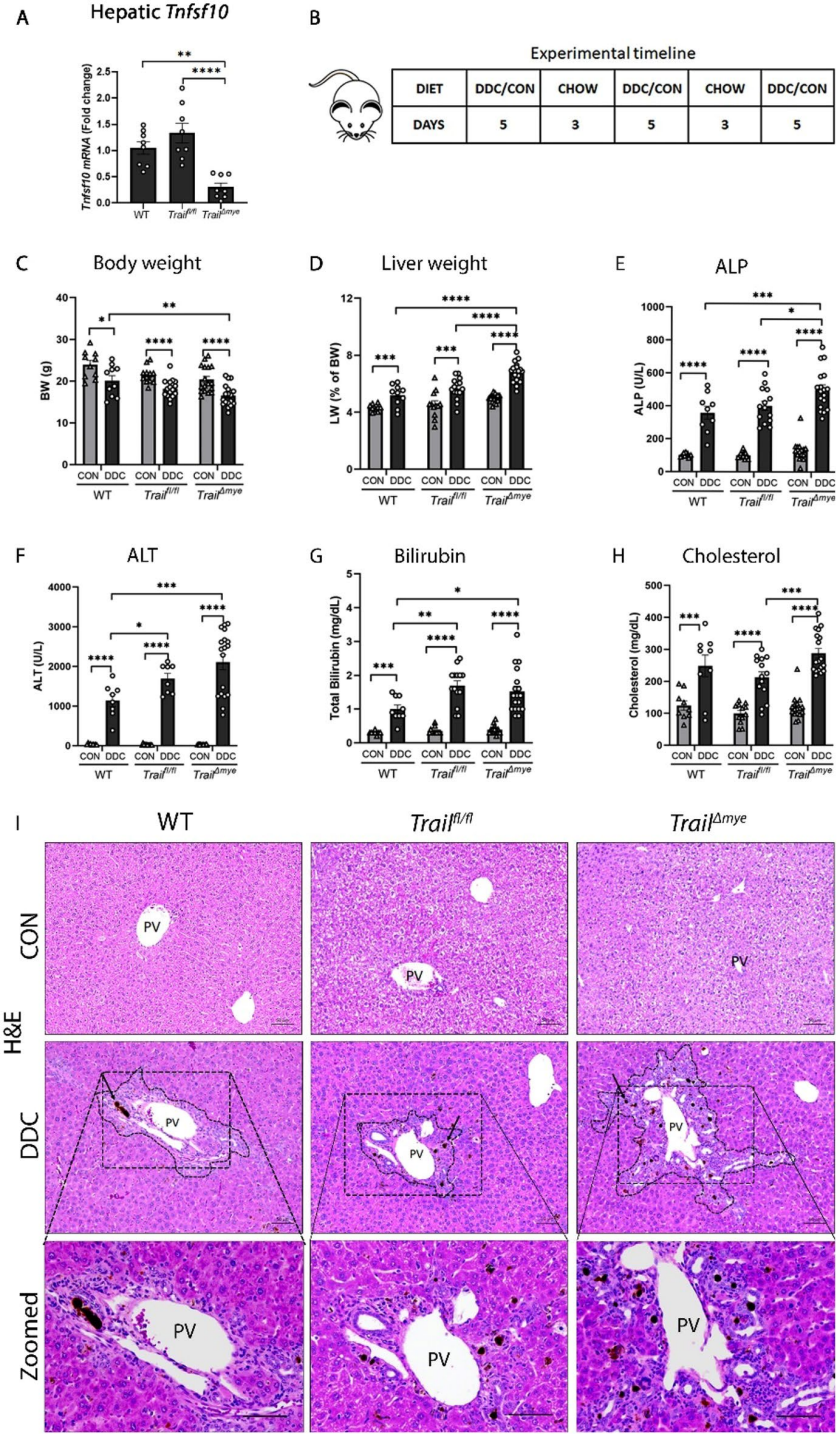
Deletion of TRAIL in myeloid cells augments liver injury and portal inflammation. (**A**) *Tnfsf10* (TRAIL) mRNA was decreased in the liver of the *Trail*^*Δmye*^ mice as determined by quantitative real-time PCR. (**B**) Schematic of the experimental timeline illustrating the intermittent feeding schedule with alternating days of DDC/control and chow diet. Morphological attributes and clinical features of liver injury and malfunction are graphically presented (**C**) Body weight, (**D**) liver weight expressed as percent of body weight, (**E**) ALP, (**F**) ALT (**G**) total bilirubin, and (**H**) cholesterol (*p < 0.05, **p < 0.01, ***p < 0.005, ****p < 0.001). (**I**) H&E-stained liver sections showing protoporphyrin (black arrows) in obstructed bile ducts. Dashed lines encompass the area of liver injury and inflammation in the DDC-fed mice. Zoomed images show the extent of injury and inflammation around the portal vein. *PV* Portal vein. Scale bar = 50 µm.

### Deletion of *Tnfsf10 (Trail)* in myeloid cells causes expansion of the ductular reaction and increased hepatic fibrosis in DDC diet-induced cholestasis

Liver sections were first immunostained for established markers of the ductular reaction, viz, CK19, SOX9^17^, and MIC1^18^. Upon quantification, we found that ductular reaction was increased in the DDC-fed WT and *Trail*^*fl/fl*^ and *Trail*^*Δmye*^ mice as determined by positivity for CK19 (Fig. 2A, Fig S1C), SOX9 (Fig S1D), and MIC1 (Fig S1E). Violin plots constructed from data enumerating CK19^+^ cells from individual fields of view demonstrated that the ductular reaction was expanded in the *Trail*^*Δmye*^ as compared to the DDC-fed WT mice (Fig S1C). Immunofluorescence analysis for well-established markers of myofibroblasts such as desmin (Fig. 2B), alpha smooth muscle actin (Fig S2B), and the extracellular matrix protein, fibronectin (Fig S2A), indicated an increased abundance of myofibroblasts in the DDC-fed *Trail*^*Δmye*^ mice and increased matrix deposition. Additionally, fibrosis was evaluated by Sirius red staining and by immunostaining for fibrillar collagen, COL1A1. Fibrosis was detected around obstructed bile ducts and in the areas adjoining the ductular reaction with fibrotic septa extending into the hepatic parenchyma in the *Trail*^*Δmye*^ mice livers (Fig. 2C). Analysis of Sirius red-stained sections under plane-polarized light confirmed that there was greater deposition of collagen in the injured livers of *Trail*^*Δmye*^ mice, as compared to the WT and *Trail*^*fl/fl*^ mice (Fig. 2C). Digital image analysis of immunostained liver sections for COL1A1 revealed a significant increase in the cholestatic *Trail*^*Δmye*^ mice, as compared to their WT or *Trail*^*fl/fl*^ counterparts (Fig. 2D). As increased accumulation of DR cells may be a consequence of enhanced proliferation or due to loss induced by TRAIL-mediated cell death by apoptosis, we evaluated both aspects by co-staining cholangiocytes for its’ marker, CK7, along with the proliferation marker, Ki-67, or the apoptosis marker, cleaved caspase 3 (CC3). CK7^+^Ki-67^+^ or CK7^+^CC3^+^ cells were enumerated. Whereas proliferation was similar in WT and *Trail*^*Δmye*^ DDC-fed mice (Fig. 3A), CK7^+^CC3^+^ cells were significantly diminished in the *Trail*^*Δmye*^ mice (Fig. 3B). Collectively, these data confirm that the DDC diet-induced cholestatic liver injury characterized by increased ductular reaction, and hepatic fibrosis in all mice. However, in the absence of TRAIL in the myeloid cells, these well-established features of liver injury are exacerbated. These results would suggest that TRAIL emanating from myeloid cells restrains and limits the expansion of the DR cells, as well as the myofibroblasts, likely by canonical pro-apoptotic signaling mechanisms.

**Figure 2:**
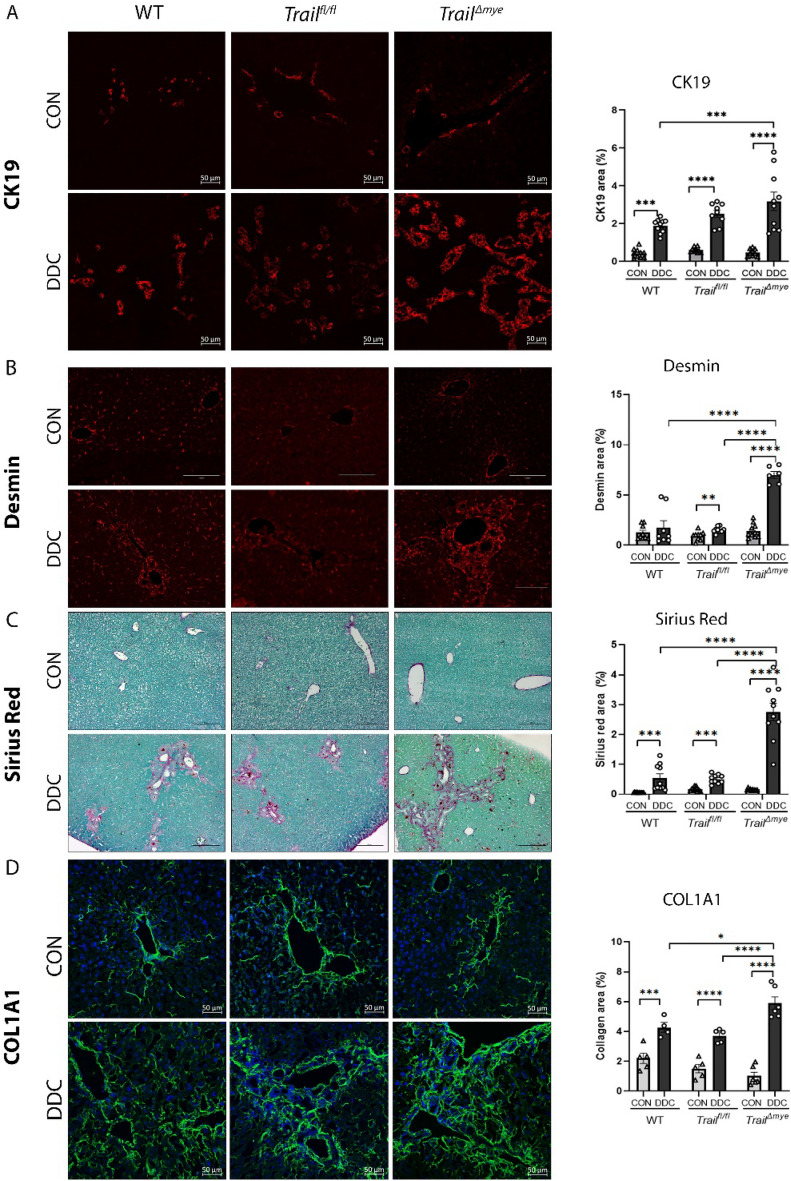
Ductular reaction and fibrosis are increased in cholestatic mice. (**A**) Representative images of FPPE liver tissue sections from WT, *Trail*^*fl/fl*^, and *Trail*^*Δmye*^ mice were immunostained for the cholangiocyte marker, CK19. Scale bar = 50 µm. Right panel displays the quantified data of digital image analysis of immunostained sections. (**B**) Representative images of FPPE mouse liver tissue sections immunostained for the myofibroblast marker, desmin. Scale bar = 150 µm. Digital image quantification is presented in the right panel. (**C**) Representative images of FPPE mouse liver sections stained for fibrosis with Sirius Red. Fast green was used as counterstain. Scale bar = 100 µm. Collagen was quantified using Sirius Red under plane-polarized light and is presented in the right panel. (**D**) Representative images of frozen mouse liver sections immunostained for the fibrillar collagen, COL1A1. The right panel shows the digital image quantification. (*p < 0.05, **p < 0.01, ***p < 0.005, ****p < 0.001).

**Figure 3:**
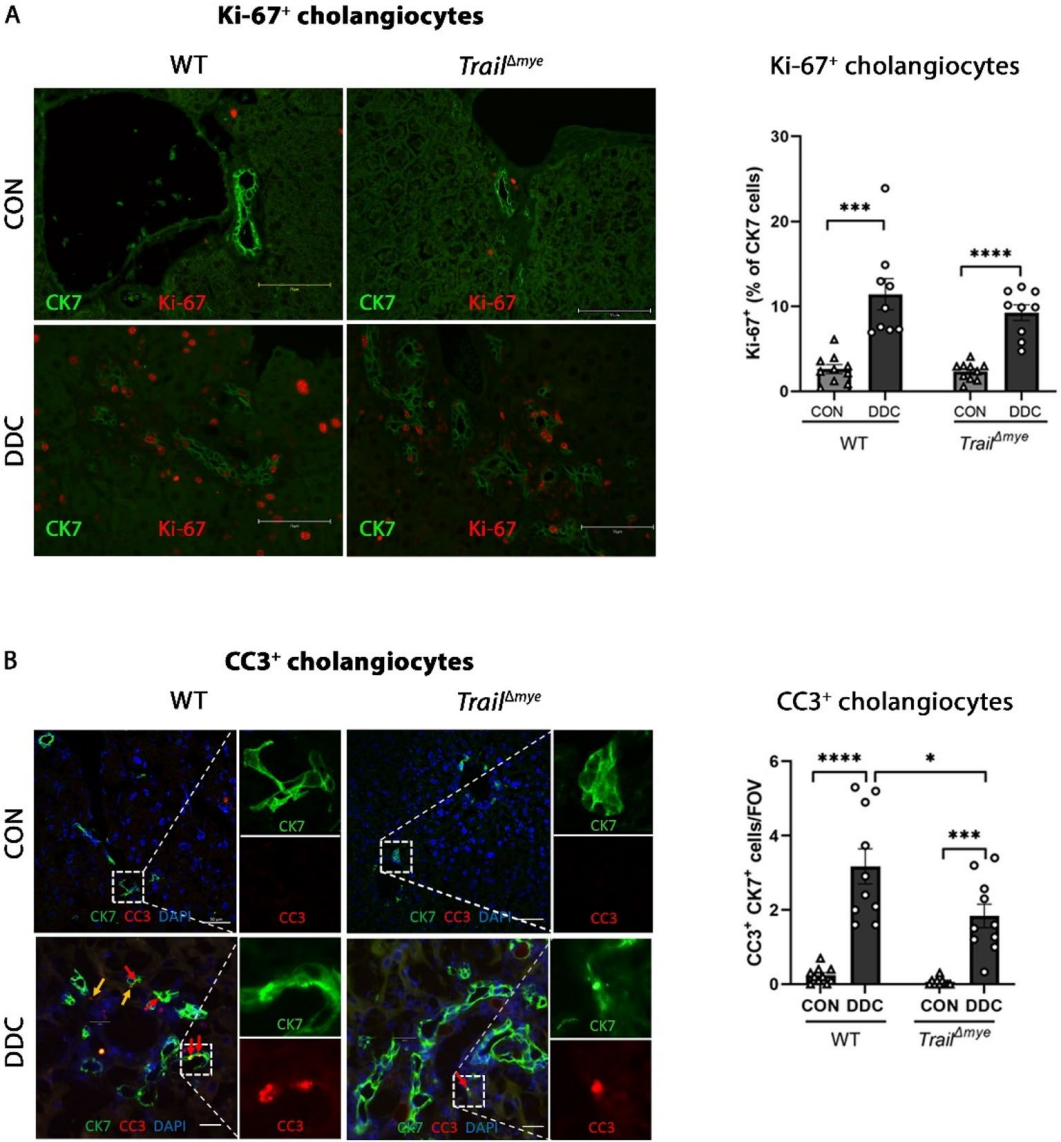
Cholangiocyte proliferation is similar whereas apoptosis is decreased in the cholangiocytes of cholestatic *Trail*^*Δmye*^ mice as compared to the WT mice. (**A**) Representative images of FPPE mouse liver tissue sections from WT and *Trail*^*Δmye*^ co-immunostained for the cholangiocyte marker, CK7 (green) and the proliferation marker, Ki-67 (red). Scale bar = 75 µm. Digital image quantification of CK7^+^Ki-67^+^ cholangiocytes is presented in the right panel. (**B**) Representative images of frozen mouse liver tissue sections co-immunostained for CK7 (green) and the apoptosis marker, cleaved caspase-3 (red). Red arrows point to CK7^+^ CC3^+^ cells, while yellow arrows point to CC3 staining in a different cell type. Scale bar = 50 µm. Digital image quantification of CC3 positive cholangiocytes is shown in the right panel. (*p < 0.05, ***p < 0.005, ****p < 0.001).

### DDC diet-induced cholestasis causes changes in the liver immune phenotype

To gain a better understanding of the different immune cell populations that may contribute to cholestatic injury, we used the unbiased high dimensional platform, time-of-flight mass cytometry (CyTOF), to analyze total intrahepatic leukocytes isolated from WT mice fed either control or DDC diet, and from *Trail*^*Δmye*^ mice fed a DDC diet. The panel consisted of thirty cell surface markers that differentiated the lymphoid and myeloid immune cell compartments (Table 1). Twenty-eight distinct clusters of phenotypically related cells were distinguished based on the expression profiles of all markers from the pooled cells of all animals and visualized by a t-SNE plot (Fig. 4A). These included four B cell clusters (3, 13, 14, 23), two CD4^+^ T cell clusters (5, 11), two CD8^+^ T cell clusters (2, 27), three dendritic cell clusters (4, 18, 26), ten monocyte/macrophage clusters (1, 6, 7, 8, 10, 15, 20, 21, 24, 28), four neutrophil clusters (9, 16, 19, 22) and three smaller clusters of immune cells that were strongly immunogenic, as confirmed by CD45 positivity, but did not carry established makers for known cell lineages (12, 17, 25). The signal intensity of each marker and the resulting distinguishing signature of each cluster is provided (Fig S3A,B). The heatmap of cellular abundance of the clusters in individual mice (Fig. 4B) confirmed that the immune cell profiles of each experimental group were phenotypically distinct and clustered together based on their genotypes and on the injury model.

**Table 1:** List of antibodies and clones used for mass cytometry.

Antigen	Clone	Company	Catalog number	Label
B220	RA3-6B2	FDM	3176002B	176Yb
CCR2	475301	NOVUS	MAB55381-100	156Gd
CD115	AFS98	Biolegend	135521	174Yb
CD11b	M1/170	FDM	3172012B	172Yb
CD11c	N418	FDM	3142003B	142Nd
CD14	SA14-2	Biolegend	123321	165Ho
CD19	6D5	FDM	3166015B	166Er
CD206	C068C2	Biolegend	141702	151Eu
CD3e	145-2C11	FDM	3152004B	152Sm
CD4	RM4-5	FDM	3145002B	145Nd
CD45	30-F11	FDM	3089005B	089Y
CD64	290322	R&D	MAB20741	160Gd
CD8a	53–6.7	FDM	3168003B	168Er
CD9	MZ3	Biolegend	124802	147Sm
CLEC4F	–	R&D	AF2748	153Eu
CX3CR1	SA011F11	FDM	3164023B	164Dy
F4/80	BM8	FDM	3159009B	159 Tb
LGALS3	202213	R&D	MAB1197	141Pr
Ly6C	HK1.4	Biolegend	128039	175Lu
Ly6G	1A8	Biolegend	127637	161Dy
MERTK	108928	R&D	MAB5912	155Gd
MHC I	28–14-8	FDM	3144016B	144Nd
MHC II	M5/114.15.2	Biolegend	107637	150Nd
NK1.1	PK136	FDM	3170002B	170Er
TCR γ∆	GL3	Biolegend	118101	148Nd
TCRβ	H57-597	FDM	3143010B	143Nd
TER-119	TER-119	FDM	3154005B	154Sm
TIM4	RMT3-23	Biolegend	130002	149Sm
TRAIL	N2B2	Biolegend	109302	169Tm
TREM2	237920	R&D	MAB17291	167Er

**Figure 4:**
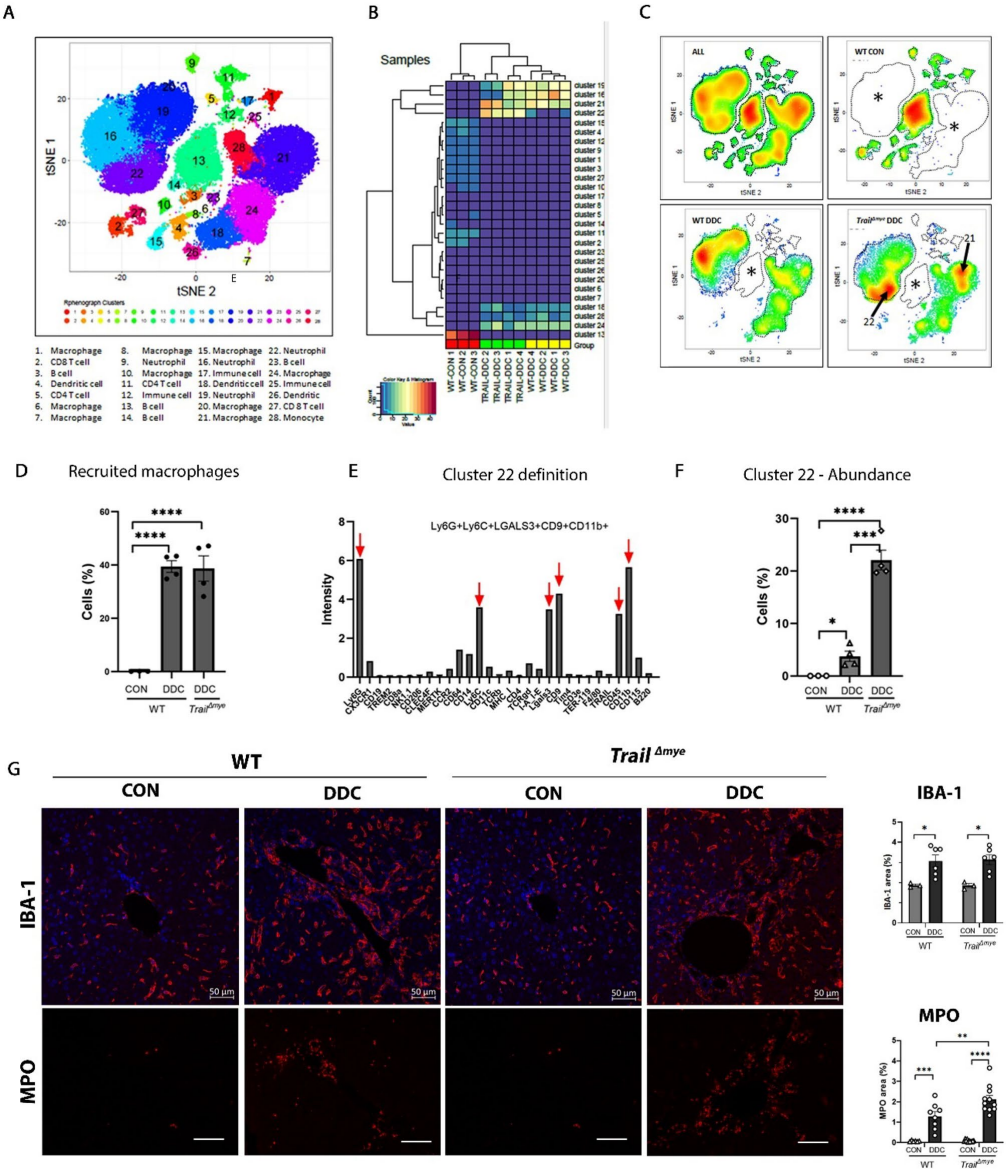
Immunophenotyping of intrahepatic leucocytes using mass cytometry. (**A**) t-SNE plot showing the spatial distribution of the 28 immune cell clusters resolved by unsupervised, non-linear dimension reduction. Similar cells cluster proximally, while dissimilar cells are located further apart. Each cluster is numbered and identified in the label below. (**B**) Hierarchical clustering heatmap of immune cell cluster abundance for all experimental mice is shown. Experimental groups (Label: *WT* Wild Type, TRAIL = *Trail*^*∆mye*^) are clustered together. (**C**) t-SNE plots of immune cell cluster abundance for pooled cells (All) and for each experimental group (WT CON, WT DDC, and *Trail*^*∆mye*^ DDC) is presented. Asterisks highlight the absence or the depletion of immune cell clusters within the experimental group. Arrows point to cell clusters that are abundant in the *Trail*^*Δmye*^ mice. (**D**) Total number of recruited macrophages (representing the sum of clusters 21, 24, and 28) is graphically presented. These clusters were distinguished by the presence of markers, Ly6C and CX3CR1. (**E**) The mean intensity of all markers of cluster 22 is graphed. Red arrows point to the most dominant markers used to identify the cluster immune phenotype as neutrophils. (**F**) The abundance of cluster 22 for each experimental group is quantified. (**G**) Representative images of FPPE mouse liver sections immunostained for the macrophage marker, IBA-1 (in red) (upper panel; scale bar = 50 µm) and the neutrophil marker, MPO (lower panel; scale bar = 100 µm) are shown along with the corresponding, quantified data on the right. (*p < 0.05, **p < 0.01, and ***p < 0.005, ****p < 0.001).

Cholestasis caused profound changes in the immune cell profile of WT and *Trail*^*Δmye*^ mice as evidenced by the representative t-SNE plots of cell density for each group (Fig. 4C). Notably, B cells were the predominant immune cell type in WT mice reared on control diet, accounting for a total of 46.8% of the total intrahepatic immune population, while macrophages, dendritic cells and T cells accounted for 16.3%, 5.7%, and 19.85% respectively (Fig S4A). By contrast, macrophages were the dominant immune cell population in both the WT and *Trail*^*Δmye*^ mice fed the DDC diet, with total lymphocytes accounting for only 2.0% and 3.5%, respectively (Fig. 4C, Fig S4A).

A total of 15 markers (F4/80, CD11b, CLEC4F, Ly6C, CCR2, CXC3R1, CD64, CD14, MERTK, LGALS3, CD9, CD64, TREM2, TIMD4, and CD115) were used to characterize macrophage subsets (Table 1). Remarkably, the macrophage subsets in the control group differed significantly in their profile from the DDC-fed mice. Clusters 1, 6, 7, 8, 10, and 15 seen predominantly in the control diet-fed WT mice were absent in the DDC-diet fed mice (Fig. 4A,C). These clusters were defined by the presence of the macrophage marker F4/80, and varying co-expression levels of CD11b, MERTK, LGALS3, TIM4, CD206, and CLEC4F, known to be associated with the resident Kupffer cell populations (Fig S3B, S4A). Macrophage clusters (21, 24, 28) abundantly present in the DDC-fed WT and *Trail*^*Δmye*^ mice (Fig S4A) were virtually absent in the control group accounting for only 0.1% of the total immune population. Importantly, all three clusters expressed CX3CR1 and Ly6C (Fig S3B) indicating that these were monocyte-derived recruited macrophages that were greatly expanded in the cholestatic mice (Fig. 4D). These data indicate that the increase in macrophages observed in the DDC-fed mice is due to an increase in recruited cells, as opposed to proliferation of resident macrophages.

Similarly, unique neutrophil cluster profiles were seen in the control diet-fed mice versus the DDC diet-fed mice. Cluster 9 was observed only in the control diet group, whereas clusters 16, 19, and 22 were observed in both WT and *Trail*^*Δmye*^ mice on DDC diet (Fig. 4A,C, S4A). Specific subsets were differentially expressed between the two genotypes (Fig S4A). Clusters 16 and 19 predominated in WT DDC mice (Fig S4A), whereas cluster 22, bearing a classic neutrophil signature (Fig. 4E) was significantly upregulated in the *Trail*^*Δmye*^ mice (Fig. 4F). To further confirm our results, we next performed immunostaining for macrophages with the pan-macrophage marker, ionized calcium-binding adaptor molecule (IBA-1)^19^ and for neutrophils with myeloperoxidase (MPO). The results demonstrated a greater increase in IBA-1 macrophages in all DDC-fed mice as compared to the control diet-fed WT mice (Fig. 4G), while MPO was increased in the DDC-fed *Trail*^*Δmye*^ mice versus the DDC-fed WT mice (Fig. 4G). Collectively, these data suggest that the DDC diet promoted an influx of myeloid cells comprising of macrophages and neutrophils, although the subsets of these populations were present in varying proportions in the WT and *Trail*^*Δmye*^ mice.

To confirm that macrophages within the DR cell niche express TRAIL, we co-stained liver tissue sections for IBA-1^19^ and for TRAIL. IBA1^+^ TRAIL ^+^ macrophages were observed adjacent to and in close juxtaposition to cholangiocytes with DDC diet-induced cholestatic liver injury in the *Trail*^*fl/fl*^ mice (Fig. 5A). By contrast, IBA1^+^ TRAIL^+^ macrophages were diminished in the *Trail*^*∆mye*^ mice with cholestatic injury (Fig. 5A). Specificity of the staining was verified by the absence of TRAIL positivity in *Trail*^*−/−*^ mice (Fig S4B). Importantly, hepatic gene expression of *Tnfsf10,* was significantly decreased in the *Trail*^*∆mye*^ mice with cholestatic injury as compared to the *Trail*^*fl/fl*^ mice (Fig. 5B). Since it is likely that TRAIL may be expressed by other immune cells and to clarify the source of TRAIL expression, we performed flow cytometry for TRAIL in peripheral blood polymorphonuclear leukocytes (PMNs), intrahepatic macrophages, and intrahepatic neutrophils of WT mice on DDC diet (Fig S4C). Although TRAIL was observed in the intrahepatic macrophage fraction, there was minimal expression in the peripheral blood and intrahepatic neutrophils. Collectively, these data suggest that (1) cholestatic liver injury promotes the recruitment of neutrophils and macrophages into the liver, (2) the primary source of TRAIL in DDC diet-induced cholestasis is the macrophage compartment, and (3) that deletion of TRAIL in myeloid cells favored the persistence and retention of specific subsets of neutrophils and macrophages within the liver.

**Figure 5:**
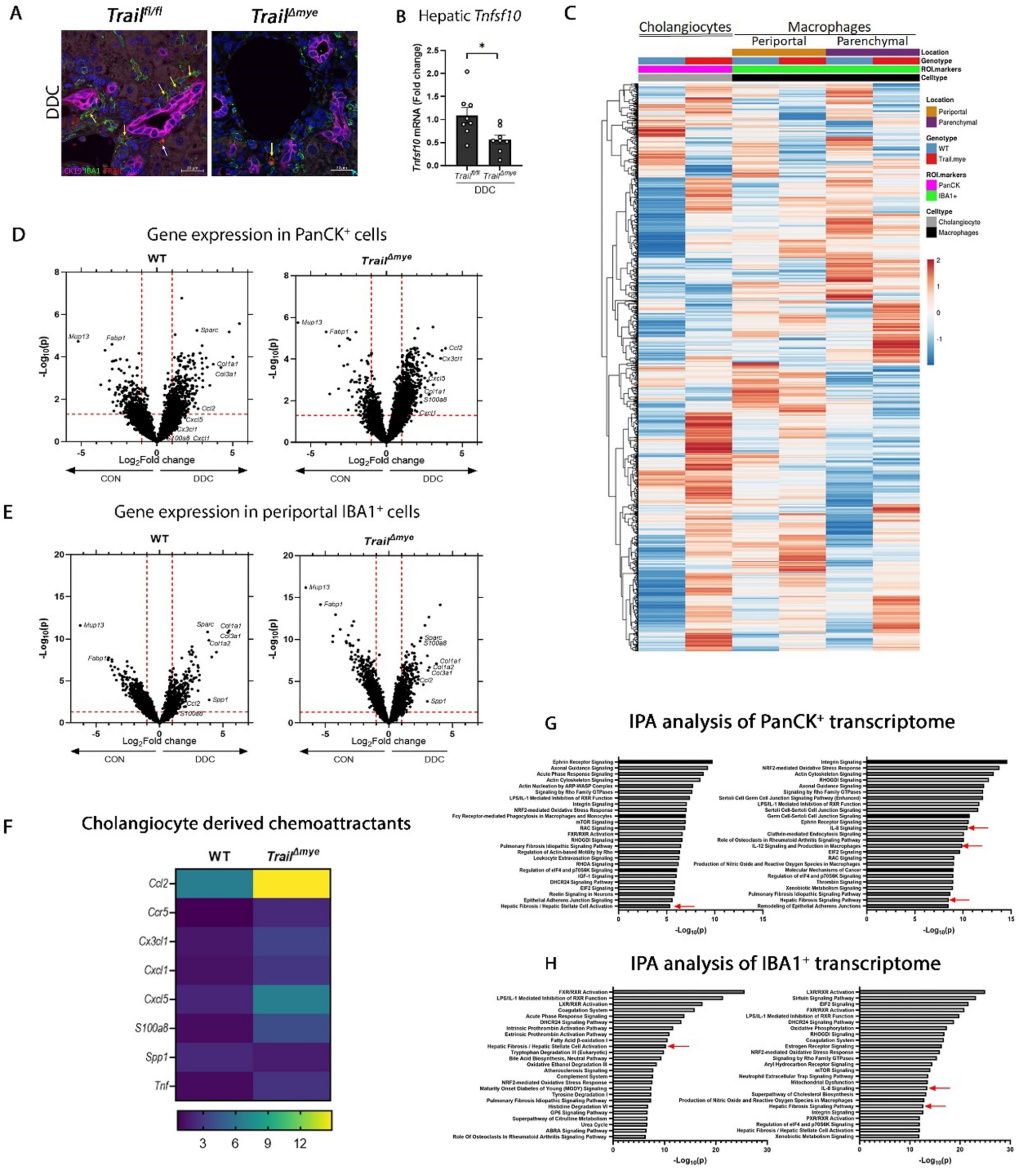
Diminished expression of TRAIL in cholestatic *Trail*^*Δmye*^ mice facilitates the retention of DR subsets. (**A**) Representative images of FPPE liver tissue sections of *Trail *^*fl/fl*^ and *Trail*^*Δmye*^ mice immunostained for the cholangiocyte marker, CK19 (magenta), pan-macrophage marker, IBA-1 (green), TRAIL (red), and nuclei (DAPI, blue). Yellow arrows point to TRAIL present in IBA1^+^ macrophages adjacent to cholangiocytes. White arrow shows TRAIL in another cell type. Scale bar = 20 µm. (**B**) Hepatic gene expression of *Tnfsf10* (TRAIL) is shown in cholestatic *Trail*^*Δmye*^ mice. (**C**) Hierarchical clustering heatmap of differentially expressed genes in cholestatic WT and *Trail*^*Δmye*^ mice were identified using spatial transcriptomics and filtered for genes of interest with an unbiased approach. The heatmap represents 2110 genes that were thus identified. Gene expression in cholestatic mice was normalized to gene expression in their respective control diet-fed mice. Differentially expressed genes in cholangiocytes and macrophages in the periportal and parenchymal segments are shown. Color codes for cell type (Cholangiocyte = grey, Macrophages = black), ROI (PanCK = magenta, IBA-1 = green), genotype (WT = blue, *Trail*^*Δmye*^ = red), and location (periportal = brown, parenchymal = purple) are indicated in the first 4 rows of the heatmap. (**D**,**E**) Volcano plots for the PanCK^+^ cells and the IBA1^+^ cells highlight the upregulation of pro-fibrotic, pro-inflammatory, and chemoattractant genes with cholestatic liver injury. Red dashed lines indicate values of *p* < 0.05 on the Y axis and log_2_ fold change (-1 and 1) on the X axis. (**F**) Heatmap of select chemoattractant genes differentially expressed in the cholangiocytes of WT and *Trail*^*Δmye*^ mice with cholestatic injury is presented. Gene expression of DDC-fed mice is normalized to their respective control diet-fed mice. (**G**,**H**) IPA analysis of the transcriptome of PanCK ^+^ and IBA1^+^ segments show the top signaling pathways activated with DDC diet-induced cholestatic liver injury. Red arrows point to pathways involved in inflammation, and hepatic fibrosis.

### DDC diet mediated a pro-inflammatory response from cholangiocytes and adjoining periportal macrophages

To better resolve the gene expression profile of cholangiocytes that may promote the recruitment of myeloid cells into the periportal neighborhood, we performed spatially resolved transcriptomic analysis using FPPE liver tissue sections from WT and *Trail*^*Δmye*^ mice that were fed the control or DDC diet. 

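The liver sections came from WT mice and from mice whose myeloid cells lack *Trail* (*Trail* Δmye). Both genotypes were fed for 21 days with rounds of either a control diet or a diet with 0.1% DDC, a compound that injures bile ducts and causes cholestasis, separated by rounds of chow, and were euthanized on day 22. In the GeoMx assay, probes for each transcript carry barcodes that ultraviolet light releases from 1 chosen segment of the tissue at a time, and the barcodes are then amplified (18 cycles) and sequenced. The values analysed here are the authors' count per target and segment, after their filter on background and on regions, and the same values after Q3 normalization, which scales every segment to one 75th percentile (10.5). There were 38 segments from 23 regions of interest (ROIs). The PanCK+ class held 3 segments from control diet-fed WT mice, 4 from DDC-fed WT mice, 4 from control diet-fed *Trail* Δmye mice and 5 from DDC-fed *Trail* Δmye mice. In the same order, the periportal IBA1+ class held 2, 4, 4 and 5 segments and the parenchymal IBA1+ class held 1, 2, 2 and 2. Which animal or section each segment came from is not given in the sources used here. Segments can share an animal, so that every p-value over segments is too small to stand for animals. The total count per segment ranged from 20319 to 836971. In PanCK+ segments its median was 24303 in control diet-fed WT mice, 50364 in DDC-fed WT mice, 37490.5 in control diet-fed *Trail* Δmye mice and 291784 in DDC-fed *Trail* Δmye mice. The periportal IBA1+ segments had medians of 30793.5, 23026.5, 101994 and 189209, in the same order. No value is below 1, and 27.2% of the values are exactly 1. Whether a count of 1 stands for a raised count of 0 is not given in the sources used here. In control diet-fed WT PanCK+ segments, between 53.6% and 67.2% of the genes were at 1 count, against 0.578% or less in those of DDC-fed *Trail* Δmye mice. After Q3 normalization a count of 1 was therefore worth between 3.50 and 5.25 in control diet-fed WT PanCK+ segments and between 0.131 and 0.700 in DDC-fed *Trail* Δmye PanCK+ segments. A fold change against a group in which every segment was at 1 count is given as a lower bound, with 3 counts per segment as the floor. Such bounds, and the error of every count, cover counting error only.

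**Figure D1:**
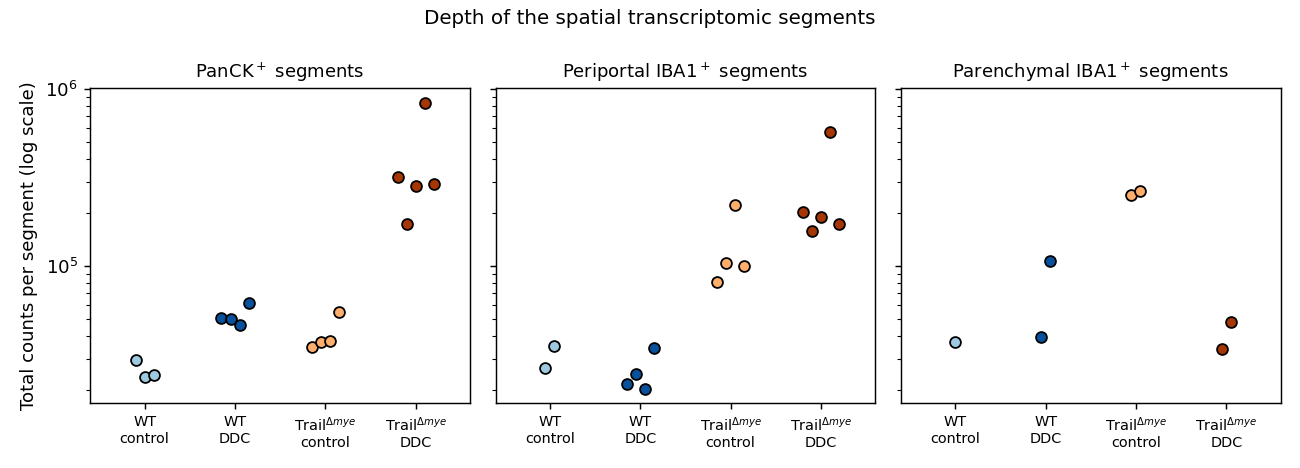
Total count per segment (log scale) in each of the 4 groups of mice, for PanCK+, periportal IBA1+ and

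parenchymal IBA1+ segments; each circle is 1 segment. The PanCK+ segments of DDC-fed *Trail* Δmye mice lie between 172180 and 836971 and those of control diet-fed WT mice between 23481 and 29510.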

Multiple regions of interest (ROIs) were delineated in periportal regions and in parenchymal regions. 

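In the periportal ROIs, 16 PanCK+ and 15 IBA1+ segments were compared, with the diet and genotype group as a term of the model. Among 10547 genes, 691 were called higher and 979 lower in PanCK+ segments (1670 in all, adjusted p under 0.05 from edgeR's quasi-likelihood test, and 2631 at an unadjusted p under 0.05). The cholangiocyte marker *Krt19* had a Q3-normalized count of 39.4 ± 19.8 (SD, n = 16) in PanCK+ segments and 6.23 ± 2.72 (SD, n = 15) in IBA1+ segments. Its log2 fold change was 2.68 (standard error 0.22, adjusted p = 6.43e-18), and it was higher in the PanCK+ segment of all 15 ROIs that held both segments. *Epcam* was higher in the PanCK+ segment of 15 of the 15 ROIs as well, with a log2 fold change of 3.09 (adjusted p = 1.84e-21). The same held for *Spp1* (961 ± 460 against 114 ± 111, log2 fold change 3.69, adjusted p = 3.82e-20). The macrophage marker *C1qa* was lower in the PanCK+ segment in all 15 ROIs (18.4 against 119, log2 fold change -2.63, adjusted p = 1.11e-18). *Clec4f*, a marker of Kupffer cells, was lower in the PanCK+ segment in 13 of 15 ROIs, with 2 not decided at the count floor (log2 fold change -2.24, adjusted p = 3.06e-11). The hepatocyte transcript *Alb* was still counted at 2221 ± 1296 in PanCK+ segments and 4236 ± 3163 in IBA1+ segments (log2 fold change -0.73, standard error 0.18, adjusted p = 0.00115, higher in the PanCK+ segment in 3 of 15 ROIs). The filter on low counts moved the number of called genes most, to 863 of the 1907 genes it kept. The directions of these 6 genes held under every alternative run. With each ROI left out in turn, between 1454 and 1930 genes were called. Segments can share an animal, and both segments of an ROI share a piece of tissue.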

The morphology markers, PanCK and IBA1, were used to segment the cholangiocyte and macrophage populations (Fig S5A), thus allowing the capture of cell-specific gene expression. 

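The table of counts holds 10548 targets, of which 10547 are genes and 1 is the combined negative probe, a set of sequences that match no mouse transcript. Of the gene names, 10512 match a symbol of the RefSeq annotation. The filter that a target be seen in over 10% of the ROIs had already been applied by the authors and could not be repeated from the counts. How many genes were above the floor of 1 count differed with depth. For periportal IBA1+ segments of control diet-fed WT mice, between 57.7% and 70.3% of the genes were at 1 count, and in DDC-fed WT mice between 45.6% and 69.9%. In *Trail* Δmye mice the shares were 0.313% to 13.1% on the control diet and 1.97% or less on the DDC diet. The negative probe took between 1.08 and 5.17 counts per 100000.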

We identified 10,548 genes in greater than 10% of the ROIs. Principal component analysis (PCA) highlighted the wide variance in gene expression profiles between the WT and *Trail*^*Δmye*^ cholangiocytes, as well as the periportal and parenchymal macrophages (Fig S5B). Additionally, by adopting an unbiased approach of setting a filter for those genes having a high coefficient of variance (20% CV), 2110 genes of interest could be identified. 

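The principal component analysis was run on log2(Q3-normalized count), with nothing added to the count, of the 10547 genes in the 38 segments. The first 3 components held 13.5%, 8.36% and 7.29% of the variance. Of the variance along the first component, 57.4% lay between the 3 segment classes and 93.8% between the 12 combinations of class, genotype and diet. These combinations also differ in depth, but the total count accounted for 0.438% of that variance in a linear fit on its logarithm. With every gene scaled to the same variance the first component held 10.6%, and with the 2110 genes of highest coefficient of variation alone it held 18.7%. Fig. S5B shows 6 points, 1 per segment class and genotype. The same layout was made from the 6 columns of log2 fold change (DDC-fed against control diet-fed group means), and its first 2 components held 37.1% and 21.4% of the variance. On the first component, the PanCK+ segments had a score of -5.79 in WT and 27.8 in *Trail* Δmye mice, the periportal IBA1+ segments 15.3 in WT and 30.8 in *Trail* Δmye mice, and the parenchymal IBA1+ segments -85.2 in WT and 17.1 in *Trail* Δmye mice. With 1 point per class and genotype there is no replicate, and the distance between genotypes was not tested on these scores.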

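The coefficient of variation was computed for each gene over the 38 segments, on log2(Q3-normalized count) with nothing added to the count. It was above 20% for 9339 of the 10547 genes, and its median was 27.7%. Exactly 2110 genes lay above its 80th percentile, which was 33.3%, that is, the top group of the ranking. The size of that group is fixed by the number of genes and was the same on every scale tried, so that it does not tell which scale the paper used. How many genes lie above 20% depended on the scale. On Q3-normalized counts without a logarithm all 10547 did, over the 6 columns of fold change 10138 did, and over the 12 group means 4158 did. The top group itself changed as well, and 997, 681 and 1262 of the 2110 genes were shared with the first ranking, respectively. Of the genes of Fig. 5F, *Ccl2* ranked 30th, *Cxcl5* 58th, *S100a8* 92nd, *Spp1* 165th, *Cxcl1* 380th, *Cx3cl1* 537th and *Tnf* 1736th. The median mean count was 6.11 for the genes of the top group and 8.32 for the other 8437, and the median share of segments at 1 count was 39.5% and 26.3%.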

Differential expression of these genes is depicted in a heatmap for the cholangiocyte, periportal and parenchymal macrophage segments (Fig. 5C). 

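For each segment class the diet was compared within each genotype by edgeR's quasi-likelihood test on the counts, with the 4 groups in 1 fit and Benjamini-Hochberg adjustment over 10547 genes. In PanCK+ segments, 52 genes were called higher and 44 lower in DDC-fed than in control diet-fed WT mice (96 in all), and 151 higher and 70 lower in *Trail* Δmye mice (221 in all). At an unadjusted p under 0.05 the counts were 675 and 1188, where 527 are expected by chance. Among periportal IBA1+ segments, 15 genes were called higher and 110 lower in WT mice (125 in all, 537 unadjusted) and 443 higher and 546 lower in *Trail* Δmye mice (989 in all, 2225 unadjusted). Of the genes called in both genotypes, 37 were higher and 14 lower in both in PanCK+ segments, against 0.744 and 0.292 expected for independent lists. Periportal IBA1+ segments had 15 and 87, against 0.630 and 5.69. A gene called in 1 genotype only is not thereby shown to differ. The difference itself, tested as an interaction, was called for 12 genes in PanCK+ segments (11 positive, that is, with the log2 fold change of *Trail* Δmye mice above that of WT mice, and 1 negative, 406 unadjusted) and for 6 in periportal IBA1+ segments (6 positive, 203 unadjusted). A positive sign can also come from a smaller fall and does not by itself mean a larger change.

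The choice of test moved these counts. In WT mice, limma on log2(Q3-normalized count + 1) called 404 genes in PanCK+ and 432 in periportal IBA1+ segments, while the unpaired two-group test with adjusted p called 90 and 0 (656 unadjusted in the latter, and 76 genes by DESeq2). With every segment thinned to one total, a setting added after the results were seen, the diet counts were 55 in WT and 29 in *Trail* Δmye PanCK+ segments (10 higher and 19 lower in the latter), and 159 in WT and 72 in *Trail* Δmye periportal IBA1+ segments. The interaction was then called for 0 genes in PanCK+ (182 unadjusted) and 2 in periportal IBA1+ segments. Scaling changed the balance of the directions. In *Trail* Δmye PanCK+ segments, TMM factors gave 59 higher and 108 lower and DESeq2 35 higher and 99 lower, and the median log2 fold change of all genes moved from 0.18 to -0.06 and -0.15. In WT PanCK+ segments it moved from -0.17 to 0.02 under TMM factors (78 higher, 31 lower). For periportal IBA1+ segments of WT mice it moved from -0.16 to -0.03. In those of *Trail* Δmye mice DESeq2 called 174 higher and 389 lower, and the filter on low counts left 669 higher and 503 lower. The all-gene median of the PanCK+ interaction moved from 0.30 to -0.14 under TMM factors, which called 5 and 4 genes in the 2 directions.

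With each segment left out in turn, between 58 and 90 genes were called in WT PanCK+ segments. The count was 58 without the control segment of ROI 003 and 59 without that of ROI 001. In *Trail* Δmye PanCK+ segments the range was 114 to 402. The count fell to 114, 118, 140 and 142 without the control segments of ROI 029, ROI 028, ROI 027 and ROI 026, and rose to 402 without the DDC segment of ROI 035. For periportal IBA1+ segments it ranged from 30 to 134 in WT mice, with 30 reached without the control segment of ROI 005, and from 755 to 1155 in *Trail* Δmye mice. For the interaction it ranged from 6 to 14 in PanCK+ segments, with 6 without ROI 028 of the *Trail* Δmye controls and 7 without ROI 009 of the DDC-fed WT mice. Its range in periportal IBA1+ segments was 0 to 9, and the 0 (122 genes at an unadjusted p under 0.05 in edgeR) was reached without ROI 005, 1 of only 2 control segments of WT mice. All p-values are over segments, which can share an animal.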

The data represent gene expression of DDC-fed WT and *Trail*^*Δmye*^ mice, normalized to the gene expression of their respective control diet-fed mice. 

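In PanCK+ segments of WT mice, *Rgs5* (log2 fold change 5.44, DDC-fed against control diet-fed), *Mmp7* (4.77) and *Lcn2* (4.73) had the largest called increases among genes whose groups of segments did not overlap, and *Mup13* (-5.22), *Nudt7* (-3.46) and *Klrg2* (-3.36) the largest decreases. All control segments were at 1 count for *Rgs5* and *Mmp7*, so that their fitted values are no bounds, and the 3-count floor gives at least 14.5-fold and at least 9.08-fold. The collagen transcript *Col1a1* had a Q3-normalized count of 100 ± 30.6 (SD, n = 4) in DDC-fed and 7.59 ± 2.67 (SD, n = 3) in control diet-fed WT mice (log2 fold change 3.69, standard error 0.61, adjusted p = 1.62e-05). *Col3a1* had 142 ± 43.4 against 8.17 ± 5.05 (3.94, standard error 0.58, adjusted p = 9.61e-07), *Sparc* had 66.2 ± 9.52 against 10.5 in every control segment (2.62, adjusted p = 0.00171), and *Col1a2* was at least 2.68-fold higher (adjusted p = 0.00546). In each of these 4 genes all 4 DDC segments lay above all 3 control segments. *Ccl2* was at least 2.94-fold higher in DDC-fed WT mice (41.2 ± 31.1 against a floor of 1 count, adjusted p = 0.00841, 4 of 4 segments above the controls). Without ROI 001 of the controls its adjusted p was 0.135 and without ROI 013 of the DDC-fed mice 0.137, and DESeq2 gave 0.0946 in a range of 1.08e-05 to 0.302 over its alternatives. *S100a8*, *Cxcl1*, *Cxcl5*, *Cx3cl1* and *Tnf* were not called (adjusted p = 0.973 each, groups overlapping). In *Trail* Δmye mice, *Ccl2* had the largest called increase in PanCK+ segments, from 3.37 ± 1.38 (SD, n = 4) to 50.8 ± 19.5 (SD, n = 5), a log2 fold change of 3.9 (standard error 0.55, adjusted p = 1.55e-07). *Gm21783* (3.53) and *Lcn2* (3.48, adjusted p = 7.30e-11) followed, and *Mup13* (-5.73), *Fabp1* (-4.03) and *Cyp2c67* (-3.15) had the largest decreases. *Gm21783* is a Y-linked target with 1 to 3 counts in these control segments, against 20 to 28 in those of WT mice, so that a difference in the sex of the mice, which was not established, may account for its rise in place of the diet. *Col1a1* rose by 1.91 (adjusted p = 0.00123), *Col1a2* by 1.64 (adjusted p = 0.0152) and *Sparc* by 1.97 (adjusted p = 0.000318) on the log2 scale, with all 5 DDC segments above all 4 control segments in each. *Col3a1* (1.14, adjusted p = 0.0628) was not called, but had an adjusted p of 0.0412, 0.0485 and 0.00479 without ROI 032, ROI 033 and ROI 035 of the DDC-fed mice. *Spp1* (0.87, adjusted p = 0.116) was not called either and had an adjusted p of 0.000188 without ROI 035. The interaction with genotype was called for none of the collagen transcripts (*Col3a1* -2.80, adjusted p = 0.147, and 0.0285 without ROI 034 of the DDC-fed *Trail* Δmye mice).

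In periportal IBA1+ segments of WT mice, *Col1a1* was at least 20.1-fold higher in DDC-fed than in control diet-fed mice (316 ± 106, n = 4, against 1 count in both control segments, adjusted p = 2.05e-05). *Col3a1* rose from 7.88 ± 3.71 (SD, n = 2) to 397 ± 90.9 (SD, n = 4), a log2 fold change of 5.64 (adjusted p = 1.61e-06), and *Spp1* was at least 14.9-fold higher (adjusted p = 1.55e-05). These 3 had the largest called increases, and *Mup13* (-6.25), *Aox3* (-4.56, at least 7.82-fold lower) and *Ces3b* (-4.23) the largest decreases. *Col1a2* (at least 5.08-fold higher, adjusted p = 0.0135) and *Sparc* (3.72, adjusted p = 0.00138) lost their calls without either of the 2 control segments, with an adjusted p of 0.180 and 0.0825 without ROI 003 and of 0.450 and 0.0781 without ROI 005. For *Trail* Δmye mice, *Spp1* rose in periportal IBA1+ segments from 7.93 ± 3.28 (SD, n = 4) to 145 ± 56 (SD, n = 5), a log2 fold change of 4.18 (adjusted p = 1.82e-10). *Gm21783* (4.10, 1 to 6 counts in the control segments, with the same limit) and *Col1a1* (3.73, adjusted p = 6.15e-09) came next, and *Mup13* (-6.6), *Fabp1* (-5.34) and *Cyp2c67* (-4.14) had the largest decreases. *S100a8* rose from 2.41 ± 1.16 to 15.3 ± 2.84 (2.65, standard error 0.36, adjusted p = 2.28e-07), and *Cx3cl1* by 1.25 on the log2 scale (adjusted p = 0.00660). *Ccl2* rose by 1.29 (adjusted p = 0.0206), which became 0.0646, 0.110 and 0.0568 without ROI 027, ROI 028 and ROI 033, and 0.165 with DESeq2. The periportal segments of WT mice had a *Ccl2* log2 fold change of -0.42 (adjusted p = 0.938), and 0.15 without ROI 005 of the controls.

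The sets of marker genes for cell types were tested with camera at a preset correlation of 0.01 between genes, in 75 tests, of which 27 passed an adjusted p of 0.05. In PanCK+ segments the median log2 fold change of the 10 fibroblast markers was 0.70 in WT mice (adjusted p = 5.82e-07) and 0.43 in *Trail* Δmye mice (adjusted p = 0.104), that of the 10 cholangiocyte markers 0.90 (adjusted p = 1.01e-05) and 0.86 (adjusted p = 0.000219), that of the 10 macrophage markers 0.93 (adjusted p = 9.47e-05) and 0.76 (adjusted p = 0.00260), that of the 10 hepatocyte markers -0.99 (adjusted p = 0.000378) and -0.81 (adjusted p = 5.39e-09), and that of the 5 neutrophil markers -0.81 (adjusted p = 0.115) and 0.57 (adjusted p = 0.292). The fibroblast markers in periportal IBA1+ segments had a median of 2.01 in WT mice (adjusted p = 6.67e-21) and 1.98 in *Trail* Δmye mice (adjusted p = 4.11e-15), the hepatocyte markers -2.05 (adjusted p = 1.56e-14) and -1.82 (adjusted p = 1.33e-17), and the cholangiocyte markers 0.41 (adjusted p = 0.00260, with a group at 1 count throughout in 8 genes and both groups in 1 more) and 0.49 (adjusted p = 0.0102). The macrophage markers had a median of -0.64 in WT mice (adjusted p = 0.00192) and 0.03 in *Trail* Δmye mice, where their mean was -0.47. The neutrophil markers had 0.15 in WT mice, with a mean of -0.01 and a test pointing up, and 0.75 in *Trail* Δmye mice (adjusted p = 0.195). With genes at 1 count in every segment of 1 group taken at their lower bound, the medians for WT mice in PanCK+ segments became 0.19 for fibroblast, 0.90 for cholangiocyte, 0.71 for macrophage and -0.39 for neutrophil markers. In periportal IBA1+ segments they became 1.03 for fibroblast, 0.40 for neutrophil and -1 for cholangiocyte markers, so that no direction is given for the last. With the correlation estimated from the data, 8 of the 75 tests passed. Of those on the diet, these were the cholangiocyte (adjusted p = 0.0426), macrophage (adjusted p = 0.0426) and fibroblast (adjusted p = 0.0399) markers in PanCK+ segments of WT mice, and the hepatocyte and fibroblast markers in periportal IBA1+ segments of WT (adjusted p = 0.0471 and 0.0131) and *Trail* Δmye mice (adjusted p = 0.0399 and 0.0265). The study itself had picked 3 of the fibroblast markers, 1 cholangiocyte and 1 neutrophil marker from these segments.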

Volcano plots for PanCK^+^ (Fig. 5D) and periportal IBA1^+^ (Fig. 5E) cells indicated that the DDC diet induced a pro-inflammatory and pro-fibrotic signature in WT and *Trail*^*Δmye*^ cholangiocyte and periportal macrophages. 

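In PanCK+ segments the chemokine and cytokine transcripts were compared between DDC-fed *Trail* Δmye and DDC-fed WT mice, and between the genotypes in their change from the control diet. *Cxcl5* had a Q3-normalized count of 27.5 ± 13.4 (SD, n = 5) in DDC-fed *Trail* Δmye and 10.6 ± 5.86 (SD, n = 4) in DDC-fed WT segments, a log2 fold change of 1.30 (standard error 0.38, adjusted p = 0.182, exact two-sided permutation p = 0.0317). Of the 5 *Trail* Δmye segments, 4 lay above all WT segments. *S100a8* had 14.1 ± 8.60 against 5.14 ± 2.14 (log2 fold change 1.34, standard error 0.46, adjusted p = 0.316, exact two-sided permutation p = 0.0238), also with 4 of 5 segments above. For *Cxcl1* the values were 12.6 ± 9.82 and 6.13 ± 2.86 (log2 fold change 0.88, adjusted p = 0.576, exact p = 0.278, 2 of 5 above). *Tnf* had 7.29 ± 2.02 and 5.04 ± 2.44 (0.55, adjusted p = 0.736, exact p = 0.151, 2 of 5 above). For *Cx3cl1* they were 11.0 ± 2.33 and 9.38 ± 5.57 (0.19, adjusted p = 0.955, exact p = 0.341, 0 of 5 above). The smallest p that 5 segments against 4 allow is 0.00794. *Ccl2* had 50.8 ± 19.5 against 41.2 ± 31.1 (0.26, adjusted p = 0.865, exact p = 0.452), and *Spp1* was lower in *Trail* Δmye mice, 972 ± 373 against 1562 ± 229 (-0.66, adjusted p = 0.450, exact p = 0.0159). Of these 7 genes, 0 passed an adjusted p of 0.05 over all genes in edgeR, DESeq2 and limma, and 3 had an unadjusted p under 0.05. By p-values adjusted over the list alone, 2 passed in edgeR (*Cxcl5* with 0.00703 and *S100a8* with 0.0188) and 0 by the permutation test, and since the study chose the list on these segments this is not independent evidence. At the volcano thresholds (unadjusted p of 0.05 and log2 fold change of 1), *Cxcl5* and *S100a8* passed. Without ROI 035 of the DDC-fed *Trail* Δmye mice, *Cxcl5* passed over all genes (log2 fold change 1.53, adjusted p = 0.00909). The direction of *Cx3cl1* turned to -0.032 without ROI 007 of the DDC-fed WT mice, to -0.064 under TMM factors and to -0.080 under DESeq2, and that of *Ccl2* to -0.051 without ROI 011. The segments can share an animal.

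In their change from the control diet, 6 of these 7 genes had the larger ratio of geometric means in *Trail* Δmye mice, the exception being *Spp1* (2.23-fold in WT and 1.68-fold in *Trail* Δmye mice). The ratios rest on control segments at the count floor. In control diet-fed WT mice all 3 segments were at 1 count for *Ccl2*, *Cxcl1*, *Cxcl5*, *S100a8* and *Tnf*, and in control diet-fed *Trail* Δmye mice all 4 were at 1 count for *Tnf*. No fold is given for those genes in that genotype apart from *Ccl2*, since the bound from 3 counts is under 1. Among *Trail* Δmye mice, with control segments partly above 1 count, the ratio was 6.58 for *Cxcl5*, 3.91 for *S100a8*, 3.40 for *Cx3cl1*, 2.81 for *Cxcl1* and 14.9 for *Ccl2*. By edgeR's test of the diet in *Trail* Δmye mice, *Ccl2* and *Cxcl5* (log2 fold change 2.51, standard error 0.49, adjusted p = 0.000310, 5 of 5 segments above all 4 controls) were called, and so was *S100a8* (1.96, standard error 0.56, adjusted p = 0.0356, groups overlapping). *Cx3cl1* (1.71, adjusted p = 0.0599), *Cxcl1* (1.53, adjusted p = 0.199) and *Tnf* (adjusted p = 0.224) were not. The call of *S100a8* was lost without ROI 027, ROI 028, ROI 029 or ROI 032 (adjusted p = 0.157, 0.166, 0.262 and 0.230), under TMM factors (0.106) and under DESeq2 (0.298). *Cx3cl1* passed without ROI 033 (adjusted p = 0.0489) or ROI 035 (0.0248). The difference of the diet effect between the genotypes passed for 0 of these 7 genes in edgeR, over all genes and adjusted over the list alone, and 0 had an unadjusted p under 0.05. It was 1.78 (standard error 1.27) for *S100a8*, 1.30 (1.03) for *Tnf*, 1.28 (1.20) for *Cxcl5*, 1.07 (1.29) for *Cxcl1*, 1.04 (0.93) for *Cx3cl1*, 0.71 (1.26) for *Ccl2* and -0.25 (0.44) for *Spp1* on the log2 scale. These are fitted values, and those of the genes with every control segment of a genotype at 1 count depend on the value given to 1 count.

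**Figure D2:**
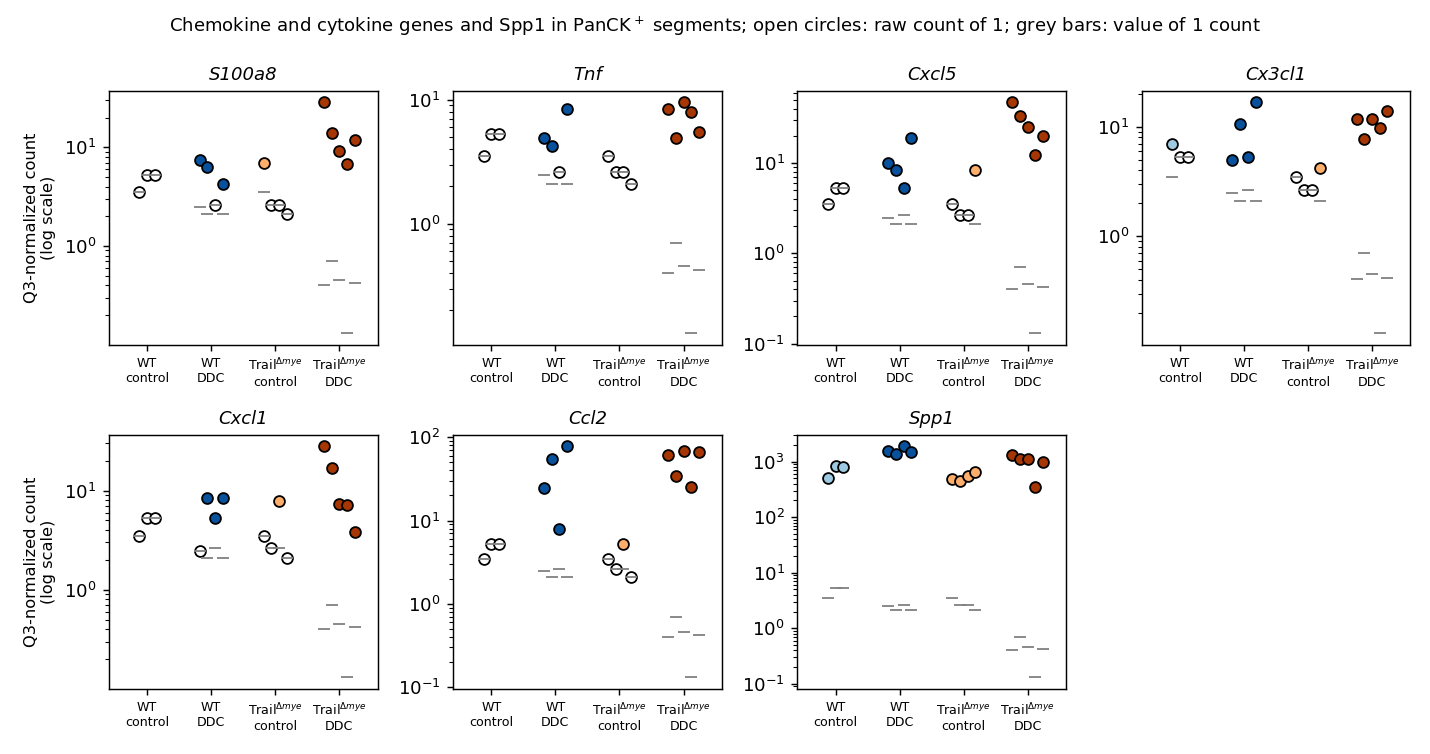
Q3-normalized count (log scale) of 7 genes of Fig. 5F in each PanCK+ segment of the 4 groups of mice. Open circles are segments with a raw count of 1, and grey bars give the value of 1 count in that segment, which runs from 3.50 to 5.25 in control diet-fed WT mice and from 0.131 to 0.700 in DDC-fed *Trail* Δmye mice.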

Of particular interest, gene expression of chemokines *S100a8*, *Ccr5, Tnf*, *Cxcl5, Cx3cl1,* and *Cxcl1* were upregulated in the cholangiocytes of *Trail*^*Δmye*^ mice fed DDC as compared to the cholestatic WT mice (Fig. 5F). In addition, Ingenuity pathway analysis (IPA) analysis indicated that IL-12 signaling was present among the top signaling pathways in the cholangiocytes, while IL-8 signaling was seen in both the PanCK^+^ cholangiocyte and the periportal IBA1^+^ macrophage segments in the *Trail*^*Δmye*^ (Fig. 5G,H). To confirm whether periportal cholangiocytes expressed neutrophil attractants, we performed in situ hybridization (ISH) for *Cxcl1* mRNA. Indeed, the DDC diet-induced cholestatic injury resulted in an increased expression of *Cxcl1* mRNA in the *Trail*^*Δmye*^ mouse cholangiocytes compared to *Trail*^*fl/fl*^ mouse cholangiocytes (Fig. 6A,B). 

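Parenchymal IBA1+ segments numbered 7, with a single one from control diet-fed WT mice, whose variation was assumed to be that of the other groups. The total counts were 37093 in that segment, 39812 and 106664 in DDC-fed WT mice, 252265 and 265758 in control diet-fed *Trail* Δmye mice, and 33832 and 48357 in DDC-fed *Trail* Δmye mice. The hepatocyte transcript *Alb* had the highest count in DDC-fed WT (5.51% and 6.39%) and control diet-fed *Trail* Δmye segments (6.10% and 5.69%). In the WT control segment it was *Mup13* (11.8%), and in DDC-fed *Trail* Δmye segments *Lrr1*. How much of each result below comes from hepatocytes in place of macrophages was not measured. In WT mice 7 genes were called higher and 23 lower on the DDC diet (30 in all, 433 at an unadjusted p under 0.05), and in *Trail* Δmye mice 34 higher and 62 lower (96 in all, 690 unadjusted). The 2 genotypes shared 5 genes called higher (*Fmo5*, *Gm3776*, *Krt18*, *Krt8* and *Mt1*, where 0.0226 are expected for independent lists) and 10 called lower (0.135 expected). The direct comparison of DDC-fed mice called 1 gene higher and 24 lower in *Trail* Δmye than in WT mice (560 unadjusted), and the difference of the diet effect between genotypes was called for 10 genes (6 with a positive and 4 with a negative sign, which does not give the size of the change, 322 unadjusted). *Krt8* rose from 36.8 in the control segment to 407 ± 55.2 (SD, n = 2) in WT mice, a log2 fold change of 3.47 (standard error 0.58, adjusted p = 9.79e-05), and by 3.29 in *Trail* Δmye mice (adjusted p = 1.25e-09). *Krt18* rose by 3.87 (adjusted p = 0.000656) and 2.80 (adjusted p = 3.04e-06). *Mup13* fell by 5.64 (adjusted p = 4.65e-24) and 6.78 (adjusted p = 2.13e-25), *Fabp1* by 2.68 (adjusted p = 1.03e-07) and 4.06 (adjusted p = 1.44e-14), and *Car3* by 3.12 and 3.2 on the log2 scale. *Gm3776* was at least 9.94-fold higher in WT mice (adjusted p = 0.000930) and rose by 5.54 in *Trail* Δmye mice (adjusted p = 1.53e-13). In each of these 6 genes every DDC segment lay on the same side of every control segment. *Mmp12* was called in *Trail* Δmye mice (4.18, adjusted p = 5.55e-12) and not in WT mice (at least 4.44-fold higher, adjusted p = 0.0996, and 0.0304 without ROI 010), and the same held for *Lcn2* (3.1, adjusted p = 7.44e-07, against at least 4.21-fold, adjusted p = 0.115, and 0.0213 without ROI 010). Neither had a called difference between the genotypes. *Spp1* was called in *Trail* Δmye mice (3.23, adjusted p = 0.00164, and 0.524 without ROI 038) and not in WT mice (adjusted p = 0.157, and 0.00127 without ROI 010). *Gstm3* (5.35, adjusted p = 2.32e-15), *Hamp2* (-5.01, adjusted p = 1.25e-09) and *Thrsp* (-4.23, adjusted p = 1.18e-06) were called in *Trail* Δmye mice. In WT mice *Eif2d* (-5.79, adjusted p = 4.57e-15) and *Nfil3* (at least 4.9-fold lower, adjusted p = 0.0218, and 0.707 without ROI 012) had large decreases, and *Cyp2a4* was at least 7.97-fold higher (adjusted p = 0.0110). Between DDC-fed mice, *Mup13* (-4.11, adjusted p = 3.26e-14) and *Hba-a1* (-3.4, adjusted p = 2.27e-05) were lower in *Trail* Δmye mice, as was *Cyp51* (at least 4.11-fold, adjusted p = 0.00765, and 0.121 without ROI 038). *Ube2v2*, the 1 gene called higher (at least 2.68-fold, adjusted p = 0.0476), lost its call without ROI 012 (0.948) or ROI 038 (0.632).

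Leaving out single segments moved these counts. For the diet in WT mice the range was 22 to 43. In *Trail* Δmye mice it was 55 to 95, with 55 without ROI 030 and 58 without ROI 031. The comparison of DDC-fed mice ranged from 9 (without ROI 012) to 54 (without ROI 010), with 47 without ROI 038, and the interaction from 3 (without ROI 030) to 16 (without ROI 038), with 6 without ROI 031. The test moved them further, since DESeq2 called 9 genes for the diet in WT mice and 8 between DDC-fed mice, and limma on log2(Q3-normalized count + 1) called 107 and 55. In WT mice TMM factors gave 11 higher and 14 lower, and the all-gene median log2 fold change moved from -0.31 to -0.02. In *Trail* Δmye mice they gave 40 higher and 44 lower (from -0.10 to 0.05), DESeq2 gave 19 and 19 (0.14) and limma 28 and 95. Hepatocyte markers had a median log2 fold change of -1.37 on the DDC diet in *Trail* Δmye mice (adjusted p = 5.82e-07 by camera at the preset correlation) and of -1.10 between DDC-fed *Trail* Δmye and WT mice (adjusted p = 7.86e-05), and fibroblast markers 0.68 (adjusted p = 0.000243) and 0.51 (adjusted p = 0.0227). None of these 4 passed with the estimated correlation, and no marker set was called for the diet in WT mice or between control diet-fed mice. As segments can share an animal, these p-values are too small.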

Within the IBA1^+^ parenchymal macrophages, no differences in transcriptomic signature could be discerned between the WT and the *Trail*^*Δmye*^ mice by volcano plots (Fig S5C) or by IPA analysis (Fig S5D). Collectively, these data suggest that the cholangiocytes in the *Trail*^*Δmye*^ mice were more pro-inflammatory and likely promoted the increased recruitment of myeloid cells into the intrahepatic environment.

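The comparison of DDC-fed *Trail* Δmye with DDC-fed WT mice was also made over all genes. In PanCK+ segments 10 genes were called higher and 6 lower in *Trail* Δmye mice (16 in all, 974 at an unadjusted p under 0.05). *Mup13* was the lowest relative to WT (15.9 against 84.4, log2 fold change -2.40, standard error 0.34, adjusted p = 1.23e-06, 5 of 5 segments below all 4 WT segments), followed by *Sdr39u1* (-1.55, adjusted p = 0.00848) and *Mid1* (-1.49, adjusted p = 0.00372). The largest increases were in *Nnt* (2.11, adjusted p = 0.0303), *Klf10* (2.06, adjusted p = 0.0123) and *Nnmt* (2.03, adjusted p = 0.0303). *Nnt* differs between C57BL/6J and C57BL/6N mice, and the *Trail* allele was made in C57BL/6N. Of these 6 genes only *Mup13* kept its call without each of the 9 segments. Without ROI 013 of the DDC-fed WT mice the adjusted p was 0.325 for *Nnt*, *Klf10*, *Nnmt* and *Sdr39u1* and 0.326 for *Mid1*. Without ROI 007 it was 0.165 for *Nnt*, 0.102 for *Klf10*, 0.193 for *Nnmt*, 0.0937 for *Sdr39u1* and 0.0625 for *Mid1*. Without ROI 009 it was 0.206 for *Nnt* and 0.125 for *Nnmt*, and *Nnmt* also missed the threshold without ROI 011 (0.0548) and ROI 034 (0.0567). The number of called genes ranged from 1 to 58 with single segments left out. It was 2 without ROI 007, 4 without ROI 009, 1 without ROI 013, 58 without ROI 035 and 10 without ROI 036. TMM factors gave 1 gene higher and 16 lower and DESeq2 1 higher and 14 lower, each sharing 7 genes with the 16, and the all-gene median log2 fold change moved from 0.21 to -0.05 and -0.10. With limma the split was 13 higher and 1 lower. In the marker sets, neutrophil markers had a median of 1.06 (adjusted p = 0.000958 by camera, and 0.0399 with the estimated correlation), though 2 of the 5, *Ly6g* and *Retnlg*, were at 1 count in every DDC-fed WT segment. Cholangiocyte markers had -0.36 (adjusted p = 0.000599) and fibroblast markers -0.47 (adjusted p = 9.47e-05), and neither passed with the estimated correlation (0.0727 and 0.0661). Those of hepatocytes (0.18) and of macrophages (0.002, with a mean of -0.003) were not called. Between DDC-fed mice, 2 genes were called in periportal IBA1+ segments, *Mup13* (-2.67) and *Abcd2* (-2.59, standard error 0.50, adjusted p = 0.0210), the latter named after its value was seen. At an unadjusted p under 0.05 there were 251. The count was 1 without ROI 009, ROI 032, ROI 034 or ROI 036. Without ROI 035 it stayed at 2, but as 1 higher and 1 lower, so that at most 1 of these 2 lower genes kept its call. The cholangiocyte markers had a median of -0.60 there (adjusted p = 0.00340, and 0.0686 with the estimated correlation). Since segments can share an animal, the p-values are too small for a statement on mice. From the data of this section taken together, the paper proposes that cholangiocytes of *Trail* Δmye mice were more pro-inflammatory, and that they likely promoted a greater recruitment of myeloid cells into the liver.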

**Figure 6:**
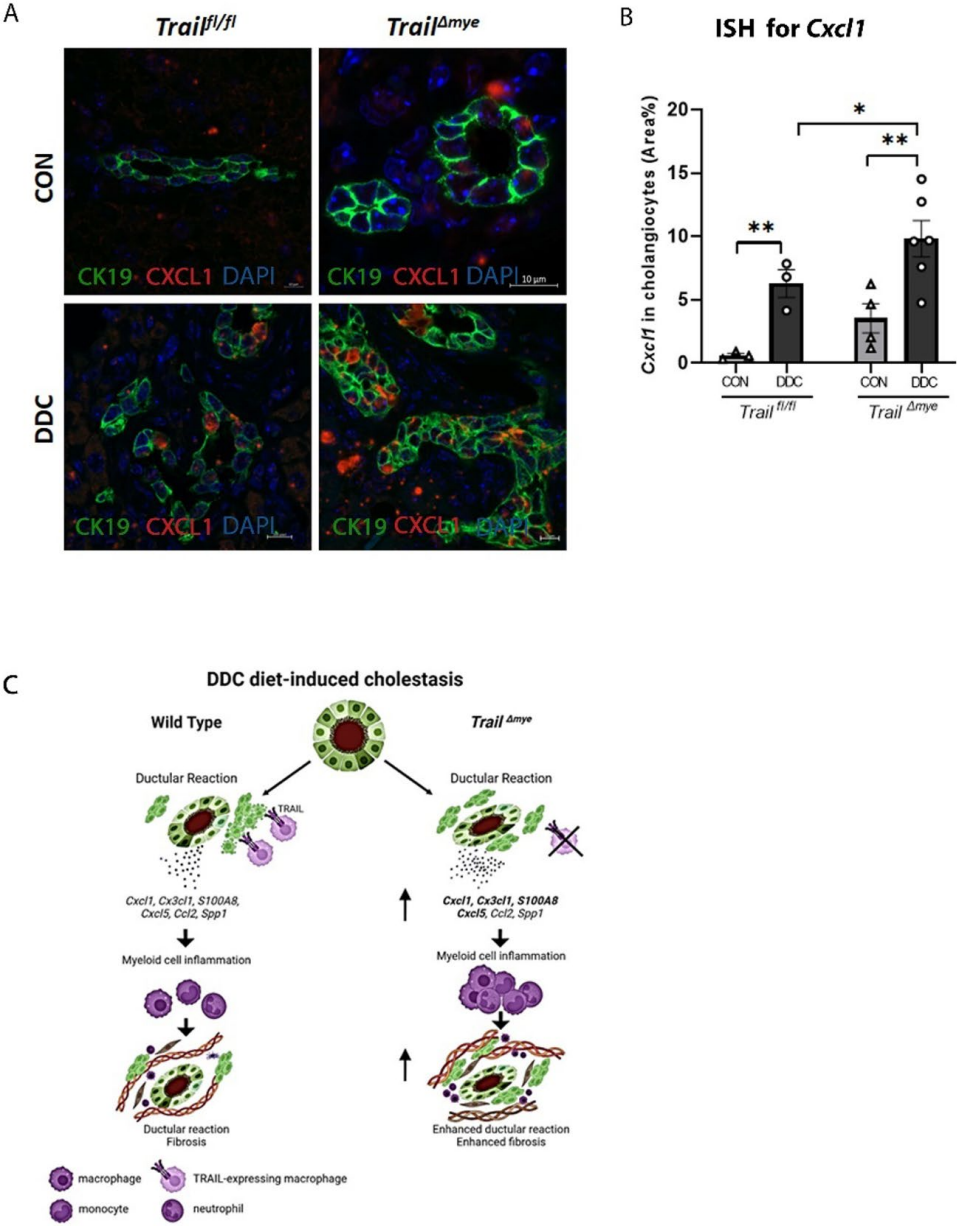
*Cxcl1* mRNA is significantly increased in the *Trail*^*Δmye*^ cholangiocytes. (**A**) Representative images of FPPE mouse liver tissue sections showing *Cxcl1* mRNA (red) expression by ISH, followed by immunostaining for CK19 (green) to define cholangiocytes. Scale bar = 10 µm. Some panels show zoomed images. (**B**) Cholangiocyte-specific *Cxcl1* mRNA was quantified (*p < 0.05, **p < 0.01). (**C**) A schematic depicting the differing outcomes of DDC diet-induced cholestatic liver injury in WT and *Trail*^*Δmye*^ mice. Depletion of TRAIL in myeloid cells results in the persistence of DR subsets, a source of pro-inflammatory chemoattractants. Neutrophils and fibroblasts accumulate in the liver leading to enhanced inflammation and increased fibrosis. The schematic was generated in Biorender.com.

## Discussion

The results of this study provide key mechanistic insights into the regulation of DR cells during a DDC diet-induced murine model of cholestatic liver injury. The principal findings of this study are as follows: (1) DR cell abundance was increased in all cholestatic mice (2) the increase in a subset of DR cells (*Cxcl1* positive) in *Trail*^*Δmye*^ DDC-fed mice was due to decreased apoptosis, as DR cell proliferation was not altered; (3) the immune landscape was altered in *Trail*^*Δmye*^ mice and notable for the presence of unique subsets of neutrophils; and (4) consistent with the increase in neutrophils in *Trail*^*Δmye*^ mice, DR cells expressed chemokines for neutrophils in greater abundance. These data imply that TRAIL expressing myeloid cells, particularly macrophages, preferentially eliminate those DR cells promoting neutrophil associated hepatic inflammation and is conceptualized in Fig. 6C. Therefore, TRAIL expressing macrophages are important for reducing inflammation during cholestasis.

The expanded ductular reaction in mice on the DDC diet is consistent with DR cell-driven inflammation. DR cells are well known to become “activated” and secrete inflammatory mediators^5,20^. Hence, to gain further insight into this process, we profiled the immune landscape of the liver employing mass cytometry. We identified an increase in myeloid cell populations including both macrophages and neutrophils in the *Trail*^*Δmye*^ mice. Nearly, all clusters of macrophages in the cholestatic mice bore the distinctive recruitment signature expressing Ly6C, CX3CR1, CD14, CD64, CCR2, and CD115, indicating that they were monocyte-derived macrophages. This observation is consistent with prior studies conducted by us and others, reporting an increase in monocyte-derived macrophages in cholestatic disorders^7,19,21^.

Interestingly, there were three clusters of neutrophils that were differentially expressed between the cholestatic WT and *Trail*^*Δmye*^ mice; Cluster 22, identified as classic neutrophils, was more predominant in the *Trail*^*Δmye*^ mice than in WT mice. Immunostaining for MPO, a neutrophil-specific enzyme, confirmed the increased accumulation of neutrophils in the cholestatic *Trail*^*Δmye*^ mice. An excessive accumulation of neutrophils is generally associated with tissue damage^22^. Interestingly, a recent study found that ductular reaction associated neutrophils (DRANs) was a hallmark of advanced liver disease and increased with liver disease progression^23^. DRANs were immobilized at the site of ductular reaction for prolonged periods, exhibited reduced phagocytic capacity and exacerbated hepatic injury through increased oxidative burst. Furthermore, in keeping with previous studies demonstrating accelerated tissue repair with clearance of neutrophils^24^, depletion of DRANs limited the expansion of ductular reaction, and ameliorated liver fibrosis and angiogenesis^23^. To determine the cellular source of the chemokines responsible for promoting neutrophil recruitment into the liver, we employed spatial transcriptomics. Indeed, cholangiocytes were a prominent source of potent neutrophil chemoattractants such as *S100a8, Cxcl1, Cxcl5,* and *Cx3cl1*^25^. This observation was confirmed by the increased expression of *Cxcl1* mRNA seen in mouse liver cholangiocytes of the cholestatic *Trail*^*Δmye*^ mice using the ISH technique. These data imply that TRAIL-expressing myeloid cells, particularly macrophages, may preferentially eliminate those DR cells involved in promoting neutrophil-associated hepatic inflammation. and therefore, are important for reducing inflammation during cholestasis.

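Within the periportal ROIs, the PanCK+ segments were compared with the IBA1+ segments for these transcripts, over both diets and genotypes. The direction in each ROI was counted with up to 3 counts allowed for a segment at 1 count, a rule added after the results were seen, and the other ROIs are not decided. *Cxcl5* had a Q3-normalized count of 13.2 ± 12.7 (SD, n = 16) in PanCK+ and 4.87 ± 2.47 (SD, n = 15) in IBA1+ segments, a log2 fold change of 1.83 (standard error 0.24, adjusted p = 1.03e-09), and was higher in the PanCK+ segment in 7 of 15 ROIs, lower in 0 and not decided in 8. *Cxcl1* had 7.35 ± 6.54 against 4.86 ± 2.37 (log2 fold change 0.98, standard error 0.26, adjusted p = 0.00304, 6 ROIs higher, 0 lower and 9 not decided). It lost its call under DESeq2 (0.91, adjusted p = 0.139) and without ROI 032 (0.64, adjusted p = 0.102). For *Cx3cl1* the counts were 7.69 ± 4.28 and 9.85 ± 7.27 (-0.09, standard error 0.17, adjusted p = 0.875, 3 ROIs higher, 5 lower and 7 not decided). *S100a8* had 7.46 ± 6.59 and 9.71 ± 6.93 (-0.22, standard error 0.20, adjusted p = 0.601, 2 ROIs higher, 6 lower and 7 not decided), and was called lower in PanCK+ segments without ROI 032 (-0.57, adjusted p = 0.0248). *Ccl2* had 27.9 ± 28.0 against 6.44 ± 3.21 (2.27, adjusted p = 6.05e-12, 9 ROIs higher, 1 lower and 5 not decided). How much RNA of other cells either class of segments holds was not measured, and segments can share an animal.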

Our data support the concept that TRAIL expressing-myeloid cells are protective in cholestatic liver injury. Specifically, in the DDC diet-induced cholestatic liver injury model, myeloid cell-derived TRAIL limits a population of activated cholangiocytes that express chemokines,which recruit neutrophils to the liver and may additionally be instrumental in clearing expended neutrophils. This interpretation of our data is also consistent with observations that TRAIL^+^ iNOS^+^ macrophages are critical in reducing inflammation in models of atherosclerosis^26^. Furthermore, TREM2^+^ macrophages have also been reported to be a negative regulator of inflammation in cholestatic liver injury by bile duct ligation and administration of alpha-naphthylisothiocyanate (ANIT)^27^. We have previously demonstrated that TRAIL was expressed by a MERTK^+^ macrophage subpopulation^11^. However, the precise characteristics of the subpopulation of macrophages expressing TRAIL in cholestasis remains to be further characterized and will require detailed future work. In summary, we provide evidence that TRAIL-TR signaling provides a mechanism for limiting the ductular reaction, a primary source of pro-fibrotic, and pro-inflammatory cues, thus keeping disease progression in check. Augmenting the population of TRAIL positive macrophages or reprogramming macrophages to express TRAIL may be salutary in cholestasis.

## Materials and methods

### Animals and induction of cholestatic liver injury

All animal procedures were approved by and performed in accordance with the Institutional Animal care and Use Committee (IACUC) of the Mayo Clinic, Rochester, MN, in compliance with the ARRIVE guidelines. All experimental mice were reared on a 12-h light–dark cycle and had ad-libitum access to food and water. Cholestatic liver injury was induced in age (6–8 weeks) and gender-matched, experimental mice by feeding a diet infused with diethoxycarbonyl-1,4-dihydrocollidine (DDC) at 0.1% (104242 GI, Dyet Inc., Bethlehem, PA, USA). The feeding regime consisted of three rounds of DDC diet (5 days each), interspersed with two rounds of standard rodent chow (3 days each; Rodent Diet 5056, Pico Lab diets), for a total of twenty-one days (Fig. 1B). Mice were euthanized on day 22 by carbon-di-oxide inhalation and body weights determined. Blood was drawn via cardiac puncture. The liver was flushed with PBS via the portal vein, isolated, and weighed. Subsamples of each lobe were immediately preserved in 10% buffered formalin (245–684, Fisher HealthCare), embedded in Optimum Cutting Temperature (OCT) compound, or snap-frozen for other downstream applications.

### Generation of the ***Tnfsf10***^***Δmye***^ mice

Cryopreserved sperm of C57BL/6N-*Tnfsf10*^*tm1a(KOMP)Wtsi*^ (Strain 050165) was acquired from the Knockout Mouse Project (KOMP) repository maintained by the Mouse Mutant Resource and Research Center (MMRRC) at the University of California (Davis, CA). In vitro fertilization (IVF) of C57Bl/6 oocytes and the generation of mutant mice was carried out by the Transgenic and Knockout Core facility of the Mayo Clinic (Rochester, MN). The presence of the mutant knock-out first allele (Fig S1A) was confirmed by genotyping (Mouse PCR protocol design ID:96621, MMRRC @ UCDavis) using DNA isolated from tail snips. Germline confirmed mice (n = 4) were crossed over two filial generations to generate mice homozygous for the mutant knock-out first allele (Fig S1B). In vivo recombinase breeding was performed to remove the built-in trapping casette (En2SA-IRES-pA) and the Neo casette (hbactP-Neo-pA) by breeding to Flippase-expressing mice (Strain 016226, B6N.129S4-*Gt(ROSA)26Sor*^*tm1(FLP1) Dym*^/J, Jackson Lab, Bar Harbor, ME) to generate the conditional knock-out mice (Fig S1B). Homozygous conditional knock-out mice were then crossed with the B6.129P2-*Lyz2*^*tm1(cre)Ifo*^/J mice (Strain #004781, Jackson Laboratory, Bar Harbor, ME) to generate the *Tnfsf10*^*Δmye*^ mice. For the purposes of this paper, these mice will be referred to as *Trail*^*Δmye*^. *Trail*^*Δmye*^ mice exhibited normal morphological features, were fertile and *inter se* mating displayed normal Mendelian ratios. Deficiency of mRNA for *Tnfsf10* in bone marrow-derived macrophages isolated as previously described^28^ was confirmed by PCR (Fig S1A) using total RNA isolated with RNeasy® Plus mini kit (Qiagen, Hilden, Germany) and reverse transcribed into cDNA using iScript cDNA synthesis kit (Bio-rad, Hercules, CA) (Fig S1A). WT mice and *Trail*^*fl/fl*^ littermates were used as controls.

### Serum biochemistry

Blood samples acquired via cardiac puncture were centrifuged at 8000 rpm for twenty minutes to separate out the serum. One hundred µl of serum was analyzed for alanine transferase (ALT), alkaline phosphatase (ALP), total bilirubin, and cholesterol using the mammalian liver profile rotor (500–7128; Abaxis, Union City, CA) on the Vetscan VS2 (Abaxis Inc, CA, USA).

### Quantitative real time PCR

Total RNA was isolated from 50–100 mg liver tissue samples using the TRIZOL protocol. 1000 ng of total RNA was used to transcribe cDNA using the iScript Biorad cDNA Synthesis Kit (Cat No. 1708891, BioRad, USA). Quantitative real time PCR was carried out on a Roche 480 (Roche Diagnostic Corporation) using Lightcycler 480 SYBR Green Master I (04707516001, Roche, Diagnostic). Fold change in gene expression of *Tnfsf10* was calculated using the 2^−ΔΔCt^ method normalized over the geometric mean of two housekeeping genes, *18S* and *Gapdh.* The primers used were: 18S Forward—5’-CTCAACACGGGAAACCTCAC-3’, Reverse—5’-CGCTCCACCAACTAGAACG-3’; *Gapdh—*Forward—5’-AGGTCGGTGTGAACGGATTTG-3’, Reverse—5’-TGTAGACCATGTAGTTGAGGTCA-3’; and for *Tnfsf10* Forward—5’-CCTCAGCTTCAGTCAGCACT-3’, Reverse—5’—AGCTGCCACTTTCTGAGGTC-3’.

### Histology and immunostaining of liver tissue sections

Processing, paraffin embedding, and sectioning of formalin preserved liver tissue samples, cryosectioning of OCT-embedded tissue samples, and hematoxylin–eosin staining was performed by the Biomaterials and Histomorphometry Core facility of the Mayo Clinic, Rochester, MN. 5 µm thick serial sections of formalin-preserved, paraffin-embedded (FPPE) tissue samples or cryosections were assessed for markers of ductular reaction (CK19, SOX9, MIC1-1C3), fibrogenesis and fibrosis (αSMA, desmin, fibronectin, Sirius Red, and COL1A1), cell proliferation (Ki-67), cell death (Cleaved Caspase 3/CC3) macrophages (IBA-1), neutrophils (MPO) and TRAIL using immunofluorescent methods that were previously described^11^. Details of antibody clones, dilutions, and types of sections used are provided in Table 2. Staining for all antibodies was optimized to ensure minimal background and verified for specificity using secondary antibodies alone. Quantification of stained area was performed under plane polarized light for Sirius Red using an inverted microscope (Nikon Eclipse TE300, Nikon, Japan) and the NIS Elements AR software (v 4.60.00, Nikon). For all other immunostaining assays, a minimum of ten fields of view (FOV) images were acquired per section on an EVOS M5000 or a confocal microscope (LSM980, Zeiss, Germany). Digital image analysis for CK19, MIC1, desmin, SOX9, fibronectin, αSMA, COL1A1, IBA-1, MPO, and *Cxcl1* was performed using the ImageJ software (NIH, US). CK7^+^Ki-67^+^ cholangiocytes and CK7^+^CC3^+^ cholangiocytes were manually counted in at least ten random FOV. Data are presented either as area percentage, as a percentage of CK7^+^ cells.

**Table 2:** List of primary antibodies used for immunostaining and flow cytometry.

Target antigen	Company	Catalog number	Host species	Method	Dilution
αSMA	Abcam	AB124964	Rb mAb	IF	1:1000
CC3	Cell signaling technologies	9661S	Rabbit mAb	IF	1:100
CK19	Cell signaling technologies	12434S	Rabbit	IF	1:100
CK7	Santa cruz biotechnology	SC-53263	Mouse	IF	1:100
Desmin	Thermo-Fisher	RB-9014-P0	Rabbit pAb	IF	1:200
Desmin	Cell signaling technologies	D93F5	Rabbit mAB	IF	1:100
Fibronectin	BD Biosciences	610077	Mouse	IF	1:100
IBA-1	Novus biologicals	100–1028	Goat pAB	IF	1:100
Ki-67	Cell signaling technologies	12202S	Rabbit pAb	IF	1:100
MIC1	Novus biologicals	NBP1-18961	Rat mAb	IF	1:100
MPO	R&D Systems	AF3667	Goat pAB	IF	1:100
SOX9	EMD Millipore	AB5535	Rabbit pAb	IF	1:100
TRAIL	Abcam	Ab2435-1	Rabbit pAB	IF	1:100
COL1A1	Abclonal	A1352	Rabbit pAB	IF	1:100

*IF* Immunofluorescence.

### Isolation of intrahepatic leukocytes

Intrahepatic leukocytes were isolated from WT and *Trail*^*∆mye*^ mice as outlined previously^11^. Briefly, the liver was weighed, minced, and digested with a liver dissociation enzyme mix (130–105-807, Miltenyi Biotech) in a gentleMACS™ Octo tissue dissociator. Dissociated cells were centrifuged at 300 g for 5 min at 4 °C. Red blood cells were lysed (155 mM ammonium chloride, 12 mM sodium bicarbonate, 0.1 mM ethylene diamine tetraacetic acid) on ice for 5 min. The remaining cells were filtered through a 70 $$\upmu$$ m cell strainer. Kupffer cells, recruited monocytes, and the macrophage fraction were collected from the interphase layer of a 25–50% Percoll density gradient^11^. The cell pellet containing the polymorphonuclear (PMN) and lymphocyte fraction was also collected. Both fractions were combined and washed twice with wash buffer (PBS with 10 mM EDTA and 0.5% BSA).

### Time-of-flight mass cytometry (CyTOF)

The intrahepatic immune cell population was spun down at 300 g for 5 min and resuspended in cell staining buffer (Fluidigm). A minimum of 3 million cells were stained with an antibody cocktail (Table 1) conjugated to lanthanide-based metal isotopes according to manufacturer guidelines (Fluidigm, San Francisco, CA). Custom conjugations were performed by the Mayo Clinic Hybridoma Core (Rochester, MN). Alternately, pre-conjugated antibodies were purchased directly from Fluidigm. Mass cytometry was performed at the Mayo Clinic Immune Monitoring Core (Mayo Clinic, Rochester, MN) on a Helios mass cytometry system (Fluidigm, San Fransisco, CA). EQ™ four element calibration beads (Cat. No. 201078, Fluidigm, San Francisco, CA) were spiked into each sample to allow for signal normalization. Normalization was performed using CyTOF software version 6.7.1014 (Fluidigm). High dimensional data analysis was performed after identifying cell singlets (^191^Ir^+193^Ir^+^) and viable (^195^ Pt^−^) events using FlowJo Software (version 10.8.1; Becton, Dickinson & Company). All live singlet events were exported to new “.fcs” (flow cytometry standard) files prior to analysis. t-SNE clustering analysis was performed on 10,000 equivalent events from each sample with selection of all parameters. Cellular phenotypes were assigned to the t-SNE plot based on distribution and expression characteristics of all markers after clustering. Phenographs were generated in the R language-based Cytofkit software^29,30^.

### Spatial transcriptomics

Spatial transcriptomics was performed by the Center for Cell Signaling in Gastroenterology, Epigenomics and Spatial Analytics Core, Mayo Clinic, Rochester, MN, USA, on FFPE mouse liver tissue sections using the NanoString GeoMx DSP platform. Briefly, tissue sections were deparaffinized and rehydrated. Antigen retrieval was performed at 100℃ with 1X Tris EDTA (pH 9) for 15 min, followed by proteinase K (0.1 µg/ml) digestion at 37℃ for 15 min. Tissue sections were fixed for 20 min in 10% neutral buffered formalin. In situ hybridization (ISH) of mouse Whole Transcriptome Atlas (Cat No 121401103, GeoMx NGS RNA WTA Mm) was performed overnight at 37℃. Post ISH, sections were washed stringently with 1:1 saline sodium citrate (SSC)-formamide buffer. Tissue sections were labelled with morphology markers for cholangiocytes (PanCK) and macrophages^19^ (IBA-1, Clone E404W, 48934, Cell Signaling Technology). Regions of interest (ROIs) were demarcated around the ductular reaction or within the parenchyma and segmented on PanCK and IBA1 positivity (Fig S5A). Cleaved probes from segments within each ROI were transferred to separate wells of 96 well plates. The cDNA library was prepared with 18 cycles of amplification. Libraries were pooled, purified using AMPure beads and sequenced on the NextSeq2000 (Illumina) using the P2 flow cell at the Genome Analysis Core, Mayo Clinic, Rochester, MN. Quality control for data recovered from NGS sequencing was performed using set standards for alignment, trimming, and sequencing saturation. Using a custom GeoMx-NGS gene expression analysis workflow in R, segments, and genes with low signal relative to background were filtered based on limit of quantification (LOQ). Q3 normalization was performed to verify that only segments with higher than background values were included. Fold change in gene expression was calculated separately for PanCK^+^, IBA1^+^ periportal and IBA1^+ ^parenchymal macrophages based on differential expression between DDC diet and control diets within each genotype. A heatmap was created in Clustvis^31^ and volcano plots were generated in GraphPad Prism v 9.3.

### ISH for *Cxcl1*

RNA-ISH was performed on FPPE liver sections using the RNAscope 2.5 High-Definition Red Assay (Advanced Cell Diagnostics #322350) kit, following the manufacturer’s protocol. Probes targeting the mouse *Cxcl1* (#407721) were used. Following ISH, cells were blocked with the co-detection blocker (#323170), immunostained for CK19 @ 1:100 using the antibody diluent (# 323160) and detected with Alexa fluor 488 secondary antibodies. Following DAPI stain, the cells were mounted and imaged using EVOS 7000 for quantification with Image J.

### Statistical analysis

Data are expressed as mean ± S.E.M. representing replications within an experiment. Median values are plotted for violin plots. Statistical significance between multiple groups was determined by ANOVA, while statistical differences between two groups was defined by a unpaired t-test using GraphPad Prism software (v 9.3.0).

### Supplementary Information

Supplementary Information.

## Data Availability

The spatial transcriptomic datasets generated during the current study are available in the GEO database repository, GSE239667.

# Supplementary material for: Tumor necrosis factor-related apoptosis-inducing ligand (TRAIL) deletion in myeloid cells augments cholestatic liver injury
**Source:** Sci Rep. 2024 Jan 25;14:2145. doi: 10.1038/s41598-024-52710-3
**Supplement:** Supplementary file 1 — Supplementary Information.

Supplementary information for the article:

**Tumor Necrosis Factor-Related Apoptosis-Inducing Ligand (TRAIL) Deletion In**

**Myeloid Cells Augments Cholestatic Liver Injury**

Anuradha Krishnan^1^, Nazli Begum Ozturk^1^, Kaiyel A. Cutshaw^1^, Maria Eugenia Guicciardi^1^, Takashi Kitagataya^1^, Kirsta E. Olson^1^, Kevin D. Pavelko^2^, William Sherman^3^, Alexander Q. Wixom^3^, Nidhi Jalan-Sakrikar^1^, Michelle Baez-Faria^1^, Florencia Gutierrez^1^, and Gregory J. Gores^1^*

**Table of contents:**

- Material and Methods
- Figure S1
- Figure S2
- Figure S3
- Figure S4
- Figure S5

**Materials and Methods**

**Flow cytometry**

Flow cytometry was performed on intrahepatic leucocytes and peripheral blood leucocytes isolated from WT mice fed a DDC diet for a period of 7 days. Leucocytes were stained with fluorochrome-conjugated surface markers against CD45 (Clone REA737, 130-110-796, Miltenyi Biotec), F4/80 (Clone BM8, Biolegend), Ly6G (Clone 1A8, Biolegend), and TRAIL/CD253 (Clone REA1080, 130-117-560, Miltenyi Biotec). Flow cytometry was performed on a MACSQUANT X (Miltenyi Biotec) instrument after compensation with appropriate fluorescence-minus-one (FMO) controls. The viability dye, Zombie Red (423109, Biolegend) was used to discriminate between live and dead cells. Data were analyzed on FlowJo software version 10.8.1 (FlowJo, LLC, BD Life Sciences, Ashland, OR).

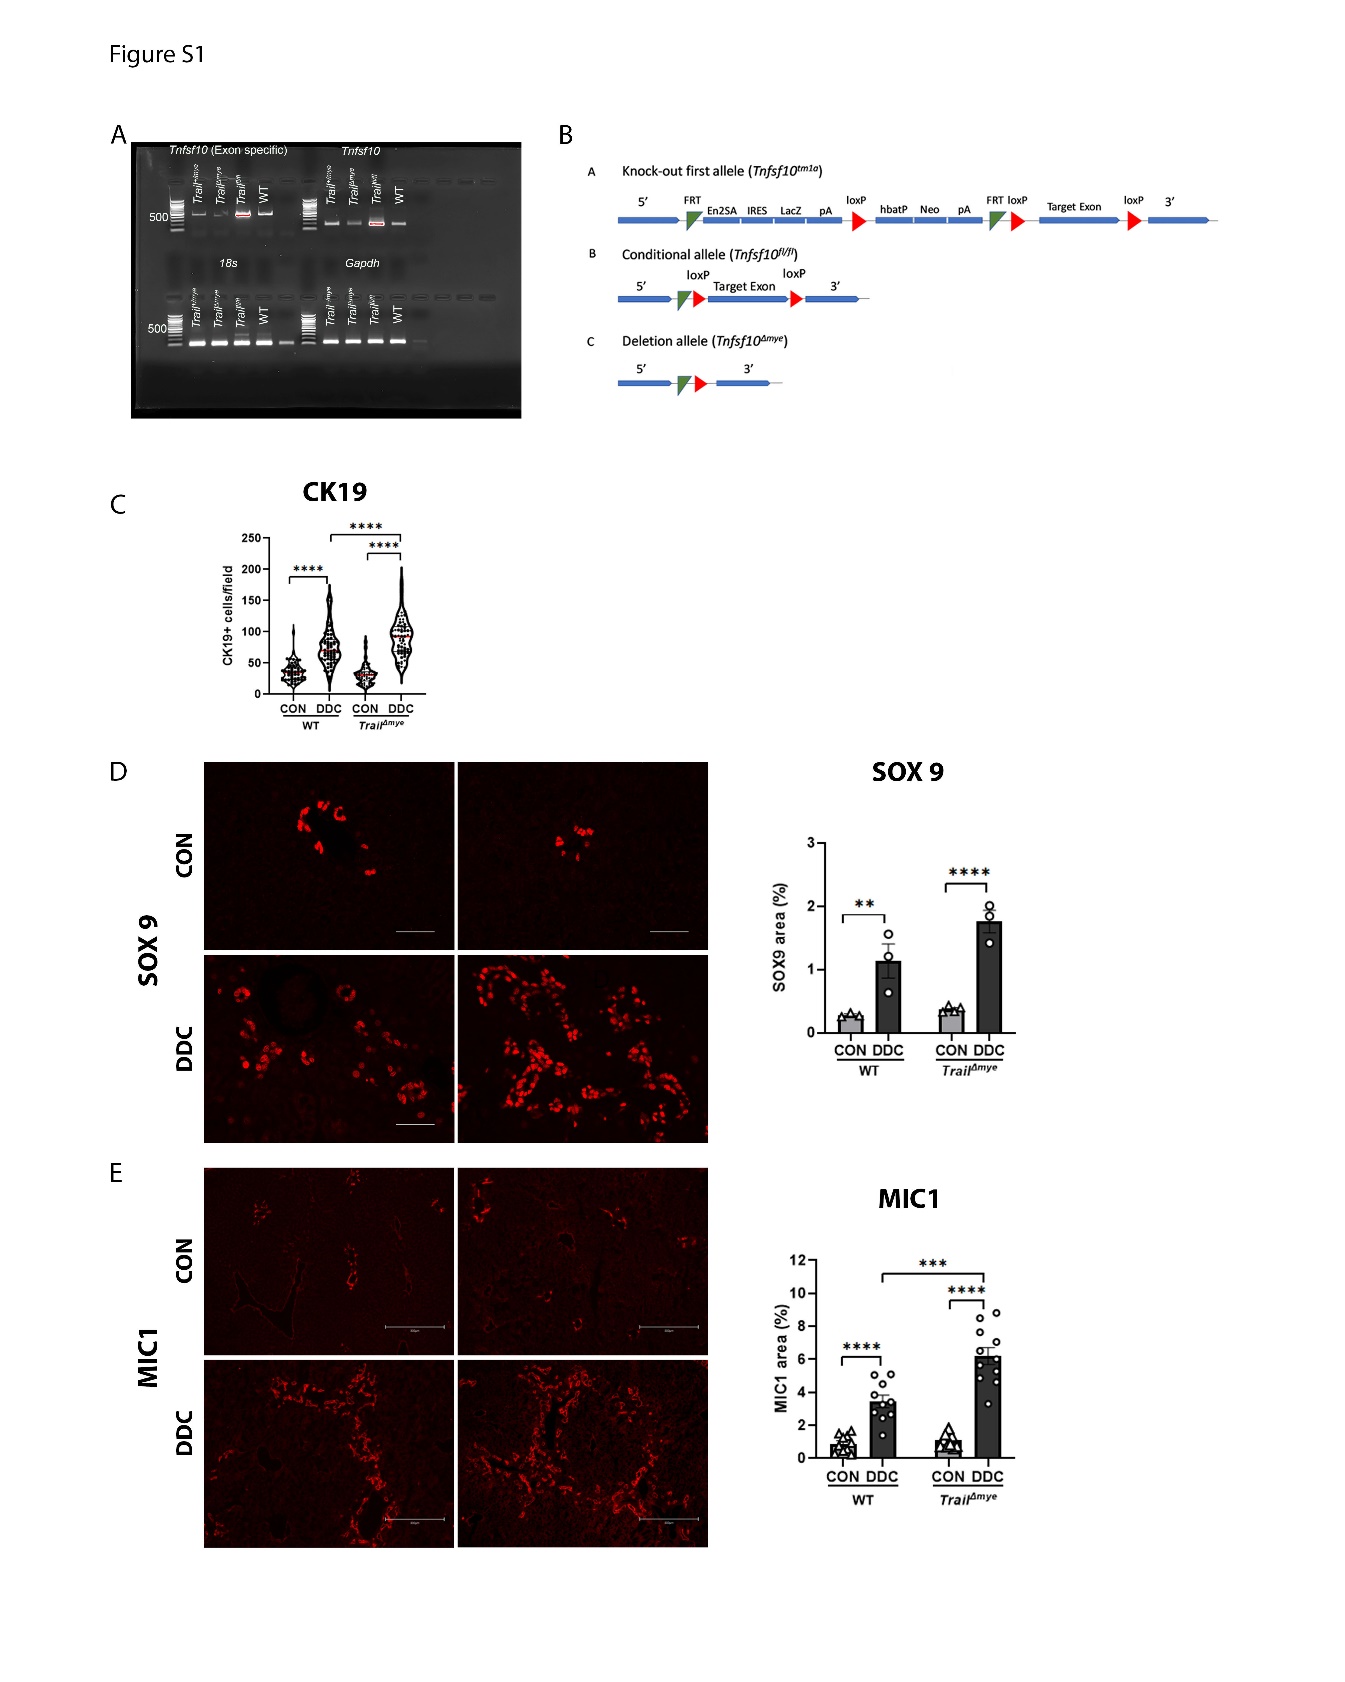

**Supplementary** **Figure S1.** **(A)** Verification of gene expression for *Trail, 18s,* and *Gapdh* in BMDM of *Trail ^+mye-^*, *Trail^∆mye +/+^, Trail^fl/fl^*, and WT mice by agarose gel electrophesis. Heterozygous mice were not included in the study. **(B)** Design of the knock-out first allele illustrating stepwise derivation of the *Trail^Δmye^* mice. **(C)** CK19^+^ cells were enumerated from at least 100 FOV for each experimental group. Data were plotted as violin plots and are indicative of the spread of ductular reaction across the liver lobule. **(D)** Representative images of FPPE mouse liver tissue sections immunostained for the ductular reaction marker, SOX 9 and **(E)** frozen mouse liver tissue sections immunostained for MIC1. Right panels provide the digital image quantification of immunostaining by area (** p < 0.01, ***-p < 0.005, **** p<0.001).

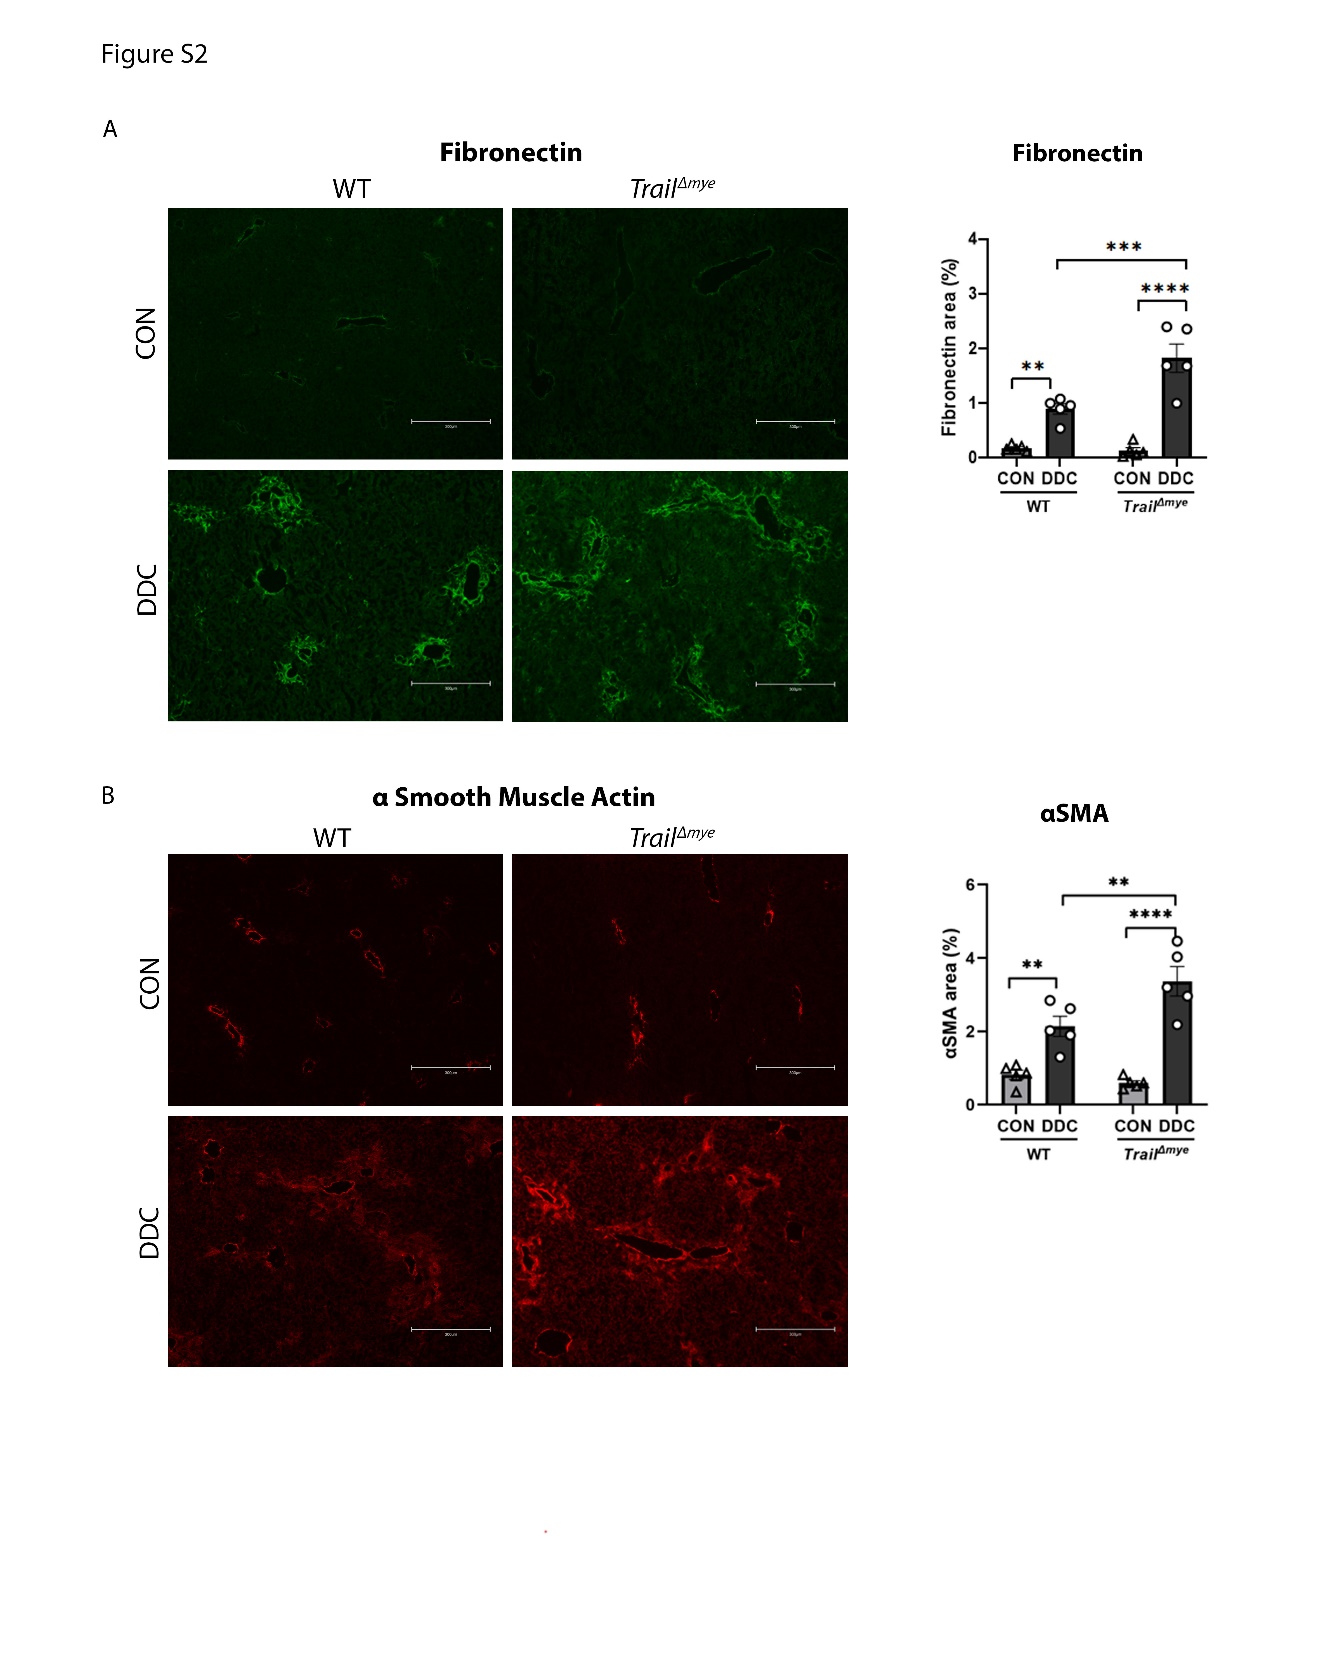

**Supplementary Figure S2. (A)** Representative images of frozen mouse liver sections immunostained for the extracellular matrix protein, fibronectin. Right panel represents the digital image analysis. **(B)** Representative images of FPPE liver tissue sections immunostained for the activated fibroblast marker, αSMA. Digital image quantification is shown in the right panel. (**p < 0.01, and ***p < 0.005, **** p<0.001).

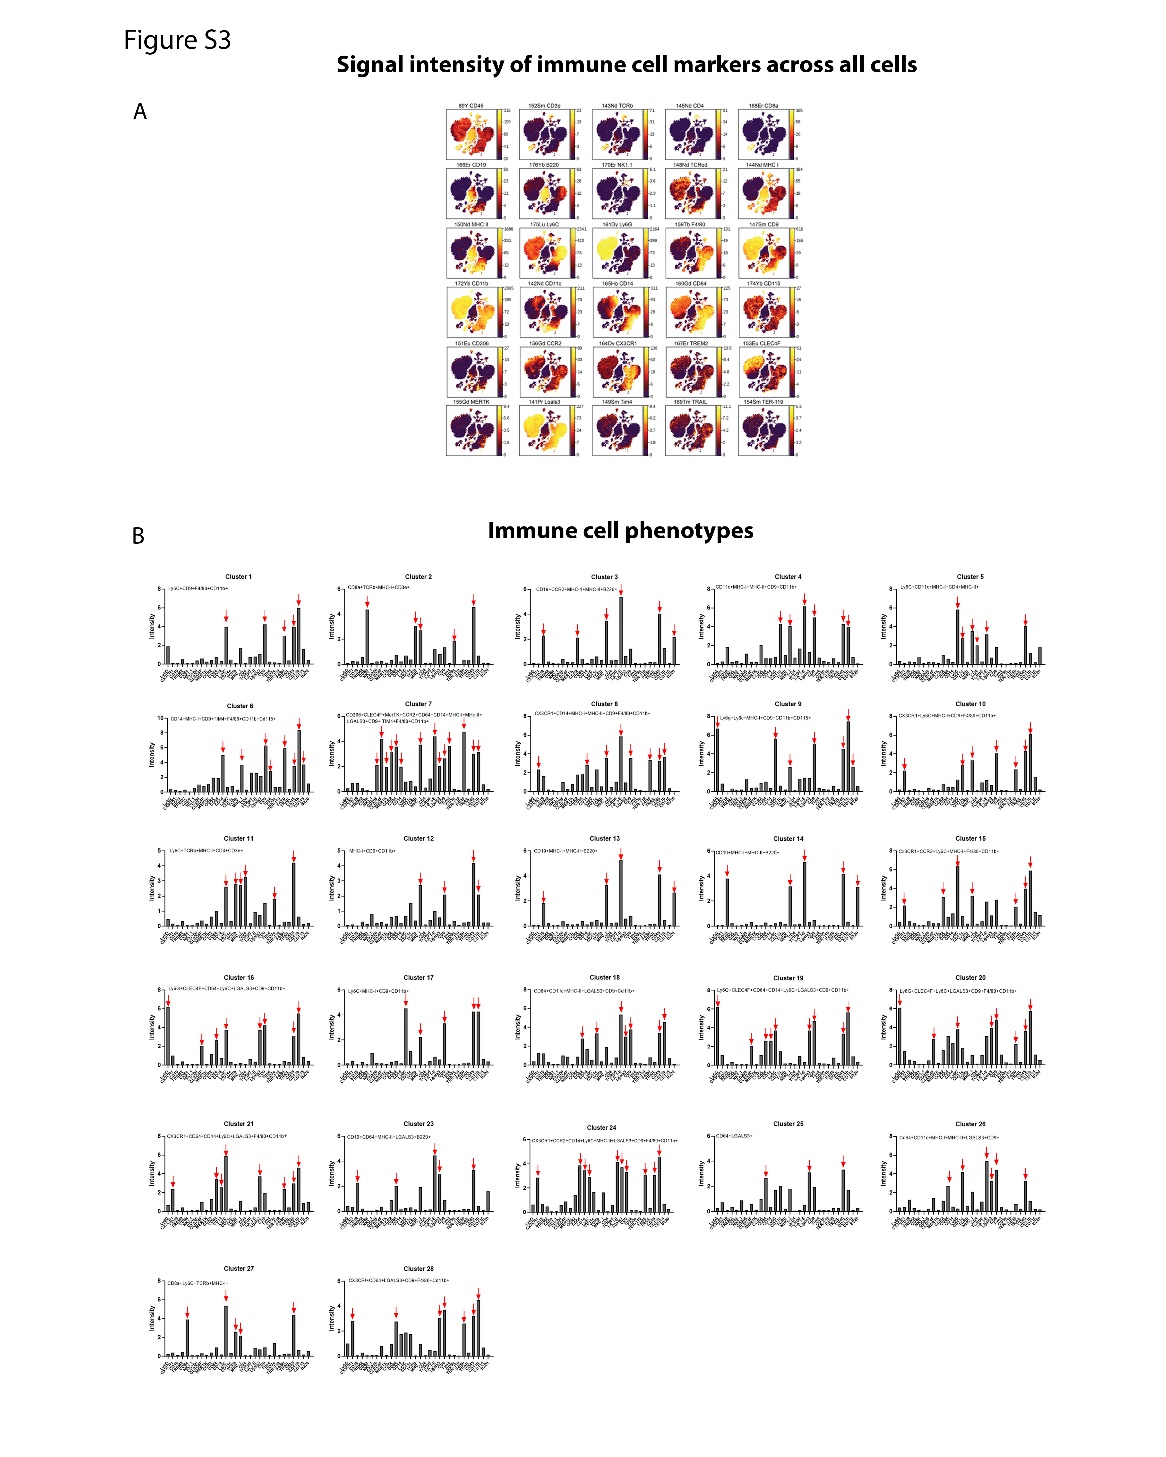

**Supplementary Figure S3. (A)** t-SNE plots illustrating signal intensity for each immune cell marker used in mass cytometry. The t-SNE plots demonstrate the distribution of signal intensity across all cells. **(B)** Mean signal intensity of immune cell marker expression is graphed for individual clusters. Red arrows identify the prominently expressed markers that define the cluster and were used for determining immune cell phenotype.

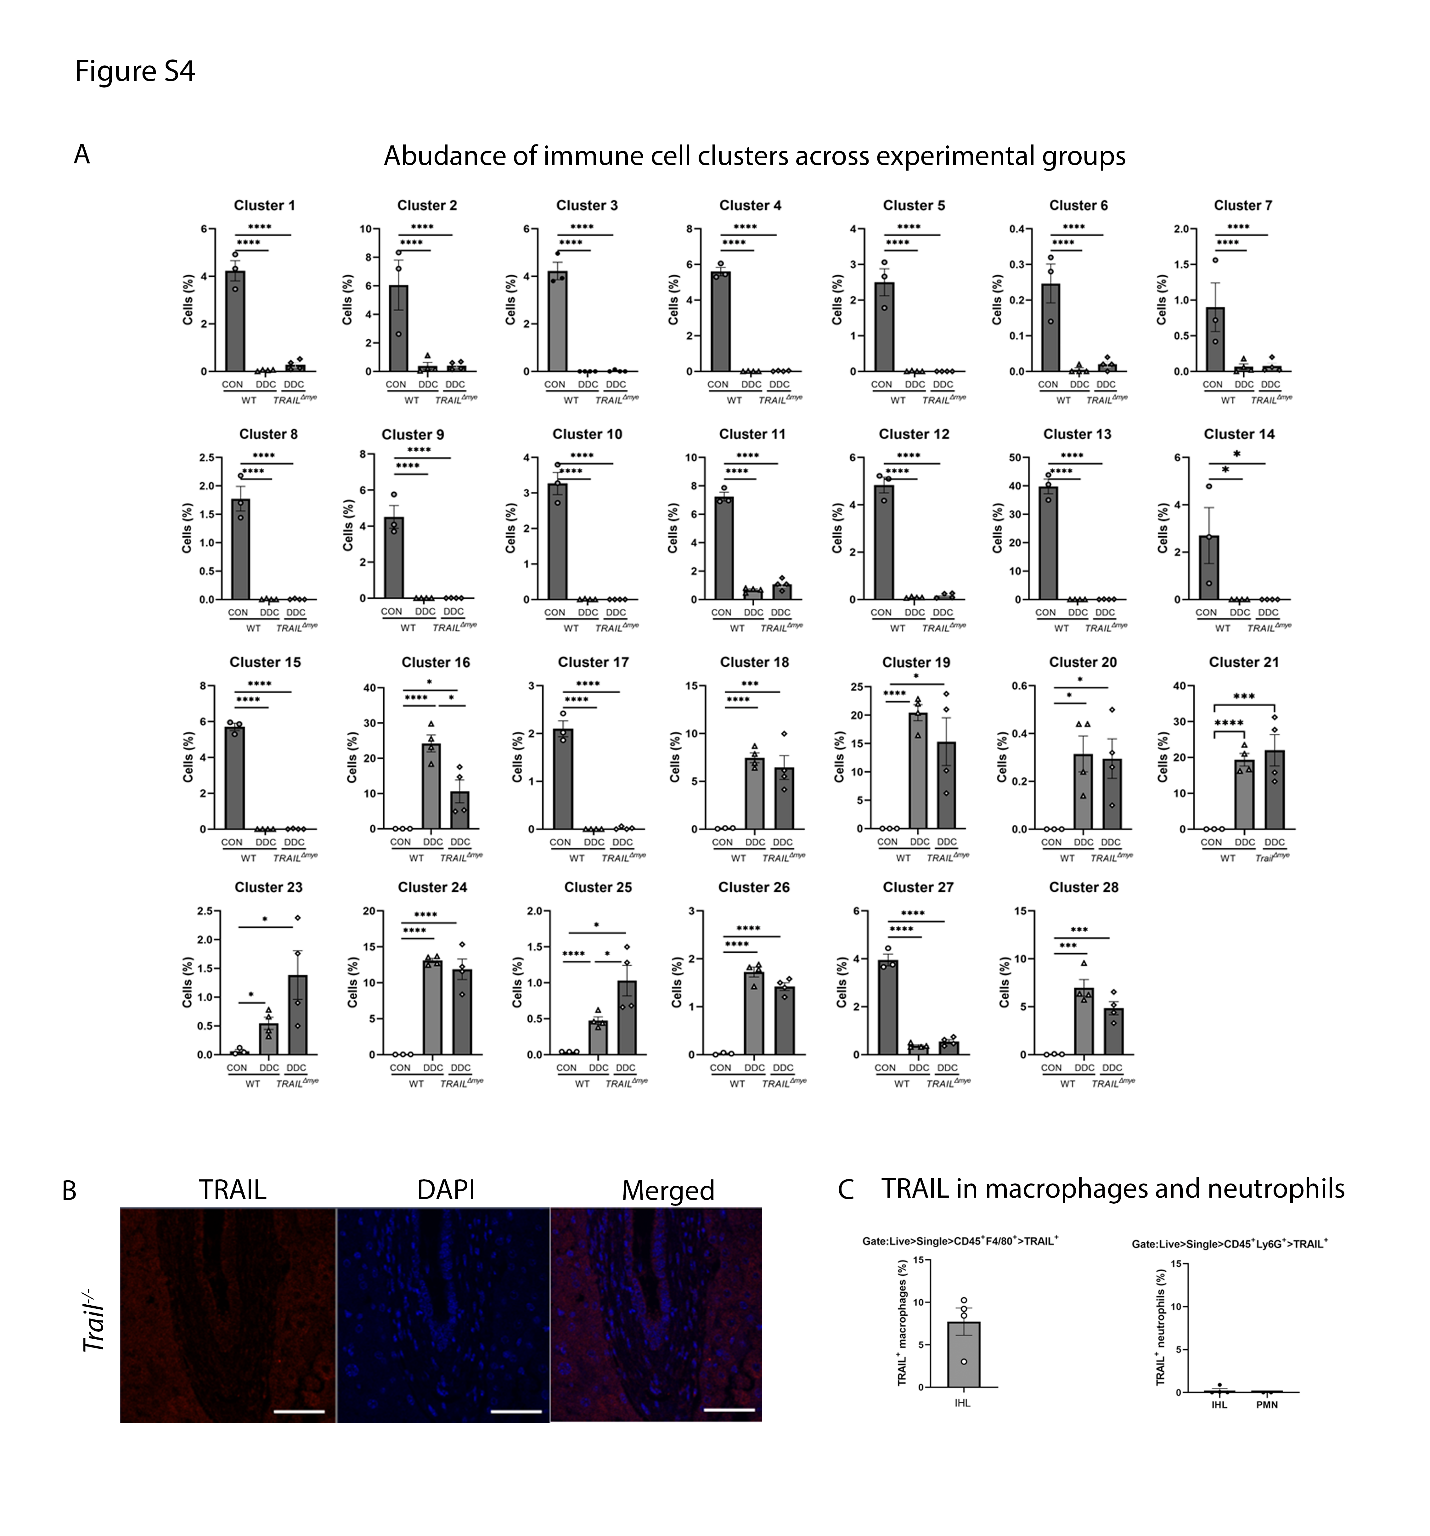

**Supplementary Figure S4. (A)** Differential abundance of individual, immune cell clusters determined by mass cytometry across the experimental groups is expressed as a percentage of intrahepatic CD45^+^ leucocytes (*p < 0.05, **p < 0.01, ***p < 0.005, **** p<0.001). **(B)**  Negative control for TRAIL immunostaining. Antibody specificity for TRAIL immunostaining was verified in the *Trail^-/-^* mouse liver tissue section. **(C)** WT mice were fed a DDC diet for a week prior to isolating intrahepatic leucocytes. TRAIL expression was determined by flow cytometry in intrahepatic macrophages (left panel), in peripheral blood neutrophils, and intrahepatic neutrophils (right panel).

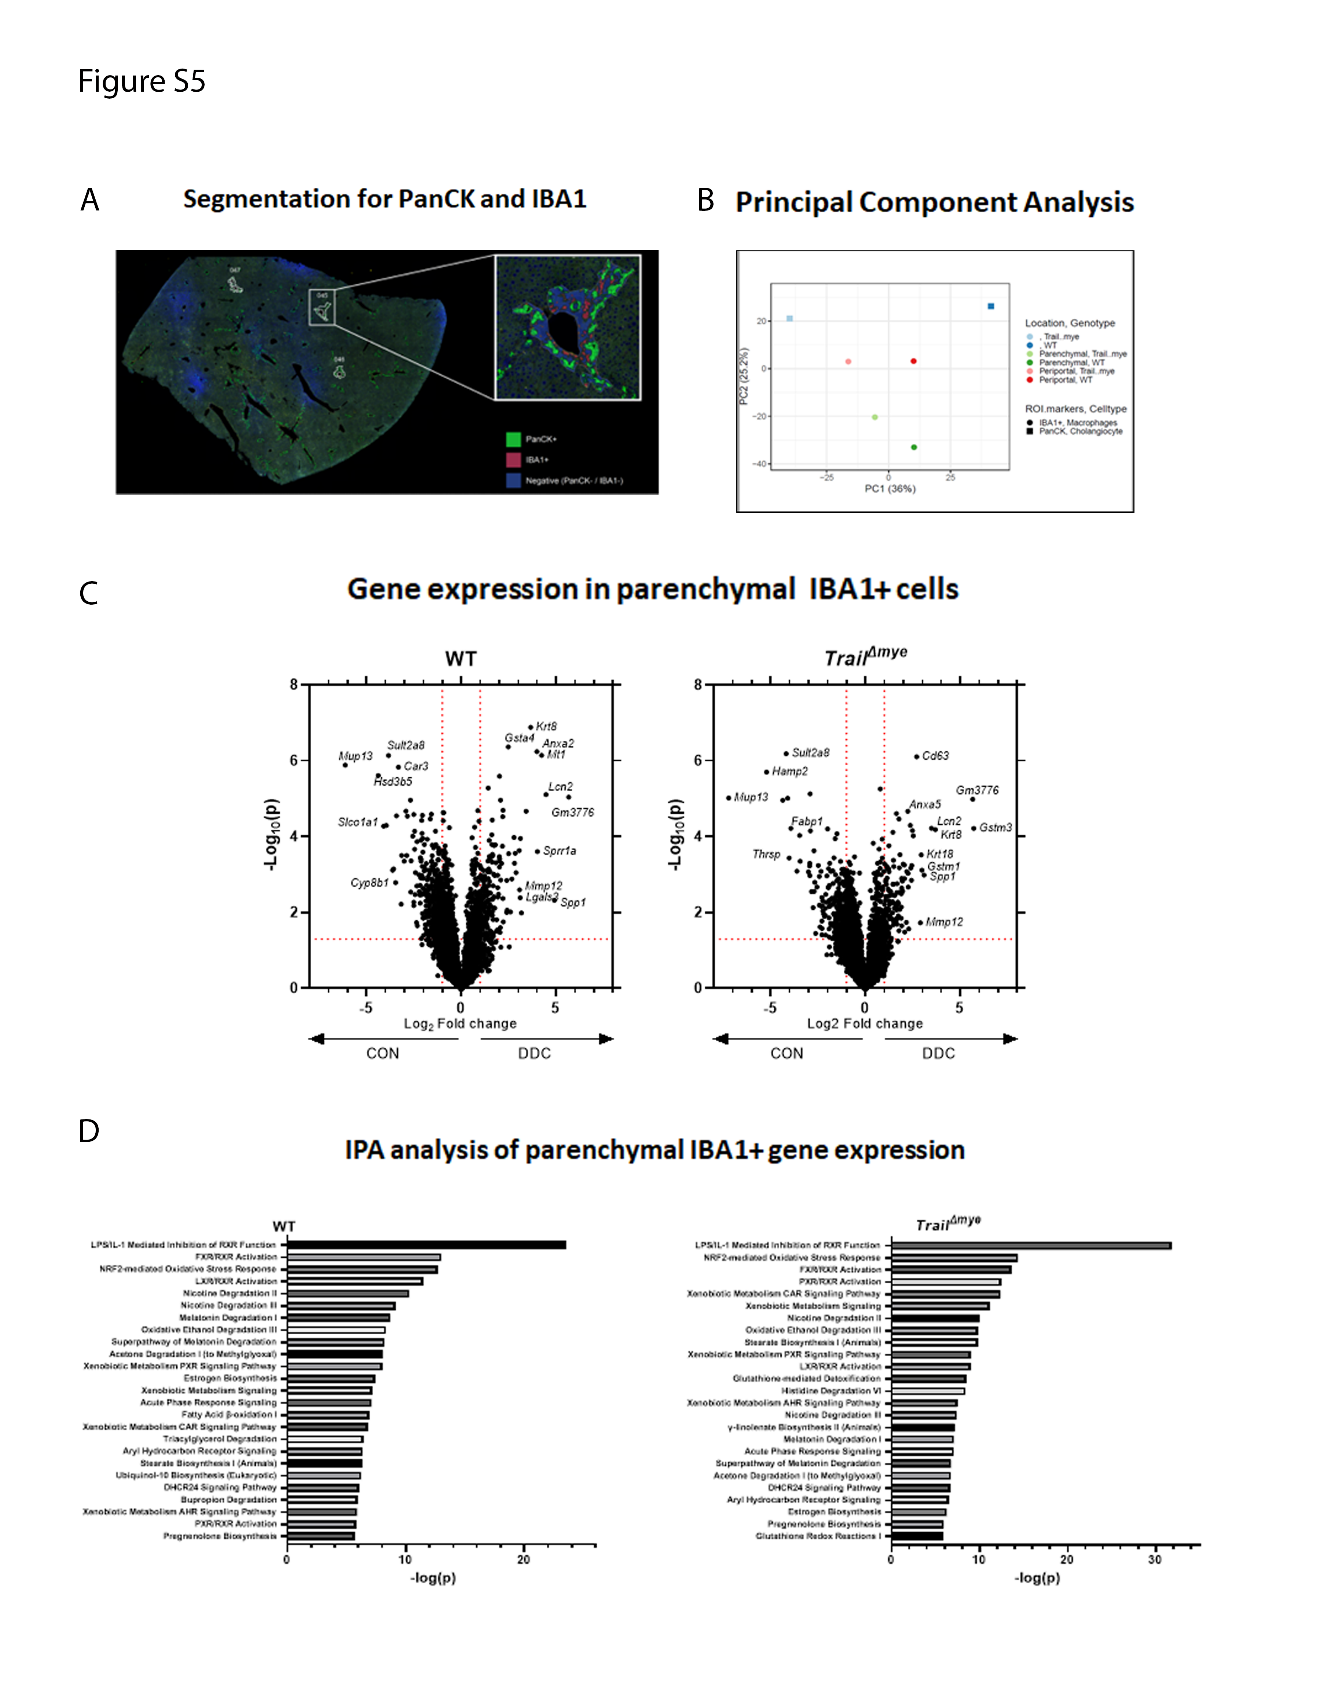

**Supplementary Figure S5. (A)** Representative image of FPPE mouse liver tissue section used for spatial transcriptomics, showing periportal regions of interest (ROI) outlined in white. Inset: A single ROI is magnified and shows the segmentation for cholangiocytes and macrophages. Following whole transcriptome hybridization, tissue sections were immunostained for PanCK^+^ (green) and IBA1^+^ (red). Segmentation allowed for the collection of PanCK^+^ and IBA1^+^ specific transcriptomes for sequencing. **(B)** Principal component analysis of PanCK^+^, IBA1^+^ periportal, and IBA1^+^ parenchymal segments are shown. **(C)** Volcano plots of differential gene expression of IBA1^+^ parenchymal segments in WT and *Trail^Δmye^* mice. **(D)** IPA analysis showing the top signaling pathways activated in the parenchymal IBA1^+^ segments of WT and *Trail^Δmye^* mice.

How the deposited data were processed for this re-analysis (not part of the article)

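Formalin-fixed liver sections of WT and *Trail* Δmye mice fed a control or a DDC diet were profiled by the authors with the NanoString GeoMx Digital Spatial Profiler and the mouse Whole Transcriptome Atlas probes. Segments were taken by the morphology markers PanCK and IBA1 in periportal ROIs, and by IBA1 in parenchymal ROIs. The samples analysed here are 38 segments of 23 ROIs, grouped by genotype, diet and segment class as their labels give them. No label names the mouse, the section or the slide, so that segments are the replicates of every test. Since they can share an animal, the p-values are too small to stand for animals. The expected counts analysed here are the authors' values per gene target and segment as deposited, made after 18 cycles of amplification, sequencing on a NextSeq2000, quality control and a custom workflow in R with a filter on the limit of quantification and on targets seen in over 10% of ROIs. The aligner, its version, the deduplication settings and the genome build are not given in the sources used here. All but 3 genes and the negative probe hold whole values, and these 3 genes were rounded for the count tests. The signal values are the authors' Q3-normalized values as deposited, which were checked to be the expected counts times 1 factor per segment, with the same 75th percentile (10.5) in every segment. Total counts ranged from 20319 to 836971 per segment.

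Contrasts of diet within genotype, of genotype within diet, and their interaction were fitted for each segment class with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood fit and test, a coefficient per group, upper-quartile factors at the 75th percentile), over 10547 genes with no further filter, and called at a Benjamini-Hochberg adjusted p under 0.05. The residual degrees of freedom were 12 in PanCK+, 11 in periportal and 3 in parenchymal segments. The standard error of a log2 fold change is its size over the square root of the test's F value. PanCK+ and IBA1+ segments of periportal ROIs were compared in a fit with a term for the group. All tests are two-sided. Where a group was at 1 count in every segment, the fold is a lower bound with 3 counts per segment as the floor, and bounds cover counting error only. Exact permutation tests enumerated all splits of the segments. Sets of marker genes were tested with camera of limma 3.58.1. The plots were drawn in Python 3.11.15 with matplotlib 3.10.9.

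The tests, the alternatives, the marker lists and the rule for named genes were set before the data were examined, apart from those named as added. The genes named are every gene the paper names for the spatial data in its text or labels in Fig. 5D to F and Fig. S5C, the 3 genes with the highest and the 3 with the lowest log2 fold change among called genes whose groups do not overlap in each diet and genotype contrast, the cell type markers, and *Lyz2*, *Nnt* and *Wdfy1* for the alleles and the strain background. Values in the paper's figures had been seen when the rule was written. *Tnfsf10* was not analysed here. Of the 8 genes of Fig. 5F, 1 is not reported here, and it stays in the adjustments over that list and in tests of the list as a whole. The marker lists are those of cholangiocytes, hepatocytes, macrophages and fibroblasts (10 of 10 genes among the targets each) and of neutrophils (5 of 10). The list of T and B cells has 1 gene among the targets and was not tested. Lists of female-biased and male-biased liver genes were written later from general knowledge. The alternatives were TMM factors, DESeq2 1.42.0, limma on log2(Q3-normalized count + 1) and with 0.5 in place of 1, edgeR's filter on low counts (filterByExpr), only the compared groups, all segments in one fit, the paper's volcano thresholds (unadjusted p of 0.05, log2 fold change of 1), the unpaired two-group test that the statistics paragraph names, and each segment left out in turn. After the data were seen, counts of 1 set to 0, segments thinned to the smallest total of their class, 2 further scales for Fig. 5F, and the negative probe counted with the genes were added.

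The labels give the PanCK+ and IBA1+ segments of 15 ROIs the same number. The correlation across genes of the 2 segments' deviations from their groups was taken over the 3570 genes with a mean count of 10 or more. It had a median of 0.02, a lowest value of -0.01 and a highest of 0.54, and was over 0.1 in 5 of 15 ROIs. These 5 were the ROIs of DDC-fed *Trail* Δmye mice (0.125 to 0.544), and no ROI of another group was over 0.1. Genes are not independent replicates. The fits were tested on simulated data, with the segments' own totals and 200 changed genes in each of 3 runs. Of genes changed 2-fold, 4-fold and 8-fold, 0.498%, 18.9% and 52.0% were recovered for the diet in WT PanCK+ segments (4 unchanged genes called), 10.4%, 65.7% and 85.9% in *Trail* Δmye PanCK+ segments (19 unchanged), 22.9%, 74.6% and 87.9% between DDC-fed mice in PanCK+ segments (49 unchanged) and 0.498%, 6.47% and 17.2% for the PanCK+ interaction (0 unchanged). Between DDC-fed mice, 1.49%, 41.3% and 75.8% were recovered in periportal IBA1+ segments (3 unchanged) and 0%, 12.9% and 48.0% in parenchymal ones (0 unchanged). For PanCK+ against IBA1+ segments, 1 run recovered 85.1%, 100% and 100% (42 unchanged). The pathway analysis and the in situ hybridization were not analysed here.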

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

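The tests of depth, of a variant of the probes' targets, of neutrophil RNA, of counting noise and of the normalization factor, and the repeats of the sex-biased lists without genes at the count floor, were chosen only after the result was seen.

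Each of 90 tests took 1 measure in 1 group of 4 or 5 segments. Of these, 12 marked a segment far from the others of its group, where chance marks about 1 in 20 tests. The tests reuse the same segments and normalization factors, so that the 12 are not independent. The total count was 54834 in the PanCK+ segment of ROI 029 (control diet-fed *Trail* Δmye mice, others 35078 to 37758), 220381 in the IBA1+ segment of ROI 028 (80721 to 104031), 836971 in the PanCK+ segment of ROI 035 (DDC-fed *Trail* Δmye mice, 172180 to 319206) and 568719 in its IBA1+ segment (158219 to 202900). ROI 035 also had 5.15 counts of the negative probe per 100000 in its PanCK+ segment (others 1.08 to 1.79) and 4.89 in its IBA1+ segment (1.16 to 2.05). A background of nonspecific probe binding raises weak targets relative to strong ones. In the PanCK+ segment of ROI 035 the share of the weakest genes was raised relative to the strongest by 1.44 on the log2 scale, against -0.09 to 0.61 in the other 4 segments, which is consistent with such a background. *Spp1* had a Q3-normalized count of 344 there, against 970 to 1318. After subtraction of the negative-probe count its share was 0.743 of the lowest of the others, a value that neither reaches them nor stays below the bound set for excluding the background, so that background and lower *Spp1* cannot be told apart in 1 segment. No biological explanation was tested for ROI 035, since its animal is not known.

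Several single values of the chemokines also stood apart. In periportal IBA1+ segments of DDC-fed WT mice, *Cxcl1*, *Cxcl5* and *Tnf* were 3.50 in ROI 013 (others 5.25). In control diet-fed *Trail* Δmye mice, *Cxcl5* was 8.40 in the PanCK+ segment of ROI 029 (2.63 to 3.50), *S100a8* was 7.00 in that of ROI 026 (2.10 to 2.63) and *Tnf* was 11.8 in the IBA1+ segment of ROI 029 (1.31 to 2.63). For the 3 genes of WT mice the raw count was 1 in every segment, in 3 of 3 groups, and the difference is that of the normalization factor. In *Trail* Δmye mice the raw counts were 9 or less and were the same in every segment in 0 of 3 groups, which argues against the normalization factor alone. An exact two-sided binomial test on these counts gave p = 0.231 for *Cxcl5*, 0.289 for *S100a8* and 0.000724 for *Tnf*, so that counting noise at the count floor was exceeded in 1 of 3 groups. The test was first run for *Tnf* on its own and the groups were taken together after that p was seen. Each p is for a segment chosen because it stood apart, and a spread between single segments set against counting noise decides nothing, so that noise and a difference between segments cannot be told apart for these 3. No biological explanation was tested.

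The difference of the diet effect between the genotypes was called for 12 genes in PanCK+, 6 in periportal IBA1+ and 10 in parenchymal IBA1+ segments. In PanCK+ segments 4 of 100 splits of the segments (the real one included) gave 12 or more, with 21 as the highest other. A chance split of the segments is thus excluded there at the 0.05 level. The splits exchange genotypes within each diet, which removes every effect of genotype and not the interaction alone. Since segments can share an animal, they exclude no chance difference between animals. The periportal and parenchymal interactions have groups of fewer than 3 segments and were not tested by splits. Of the 12 genes, *Gm21783* (log2 difference 4.46), *Gm20815* (3.87), *Gm21828* (3.71), *Srsx* (3.57) and *Bhmt* (3.45) kept their calls without each segment in turn. They were picked after their values were seen, and 3 of them are Y-linked targets. The periportal count was 0 without ROI 005 of the control diet-fed WT mice (122 at an unadjusted p under 0.05 in edgeR). With every segment thinned to one total, 0 genes were called in PanCK+ segments (182 unadjusted) and 2 in periportal segments, and 2 and 3 by DESeq2 at full depth. For the female-biased and male-biased liver genes in periportal IBA1+ segments, the interaction of the male-biased ones was higher by a median of 1.09 (0.95 against -0.14), more than in 95% of random lists (0.43). Without the genes at 1 count in every segment of a group (8 female-biased and 15 male-biased left) it was 0.49, within the range of such random lists (95th percentile 0.63). Whether female mice behind the control diet-fed *Trail* Δmye segments account for this interaction thus cannot be told, and it uses the same control segments as the comparison on the control diet. In PanCK+ segments the female minus male difference of the interaction was -0.18 (68.1th percentile of random lists), which is within chance. A difference due to *Trail* in myeloid cells, which the design names, stays open and untested against these.

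For the marker sets the diet effect differed between genotypes for neutrophil markers (median 1.65, adjusted p = 0.00605) and fibroblast markers (-0.56, adjusted p = 0.000202) in PanCK+ segments, for fibroblast markers in periportal IBA1+ segments (-0.68, adjusted p = 0.0324) and for hepatocyte markers in parenchymal IBA1+ segments (-0.57, adjusted p = 0.00714). With the correlation estimated from the data none passed (adjusted p = 0.0650, 0.0727, 0.462 and 0.486). The neutrophil and fibroblast medians are of fitted values, in part of genes at 1 count in every segment of a group. The study had picked 1 of the 5 neutrophil markers and 3 of the 10 fibroblast markers on these segments. Between DDC-fed *Trail* Δmye and WT PanCK+ segments, the 4 neutrophil markers other than *S100a8* had a fitted median log2 fold change of 0.97 (0.72 under TMM factors). With *Ly6g* and *Retnlg*, which were at 1 count in every WT segment, at their lower bound the median was 0.11. *S100a9* rose from 5.98 ± 4.45 to 18.2 ± 7.30 (1.61, adjusted p = 0.0830) and *Csf3r* by 1.06 on the log2 scale (adjusted p = 0.521). RNA from neutrophils and a change within cholangiocytes cannot be told apart as the source of the *S100a8* in these segments, since 2 of the 4 markers are at the count floor in WT mice. A change within cholangiocytes was not tested.

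Comparisons of the genotypes over all genes called 16 genes in PanCK+, 2 in periportal IBA1+ and 25 in parenchymal IBA1+ segments of DDC-fed mice, and 23, 21 and 21 in those of control diet-fed mice. The last of these, and every value for parenchymal segments on the control diet below, rests on 1 WT segment without a replicate. For the PanCK+ segments of DDC-fed mice 37 of 100 splits gave 16 or more, and for the periportal ones 52 of 100 gave 2 or more, so that chance is not excluded for either. The highest other splits called 1449 and 950 genes, far above the real counts. They set ROI 035 apart from the other DDC-fed *Trail* Δmye ROIs and point to a structure of the samples. For the PanCK+ segments of control diet-fed mice only the real one of 35 splits gave 23 or more (1 of 35). The highest other gave 11, so that a chance split of the segments is excluded. Chance between animals is not excluded, since segments can share an animal. Without single segments these counts ranged from 1 to 58 in PanCK+ and 1 to 2 in periportal segments of DDC-fed mice, and from 13 (without ROI 001) to 22 and 4 (without ROI 005) to 22 on the control diet. On the control diet *Cyp2a4* was at least 4.29-fold higher in PanCK+, 7.94-fold in periportal and 11.1-fold in parenchymal segments of *Trail* Δmye mice, and *Hamp2* was at least 2.78-fold higher in PanCK+ segments (adjusted p = 0.107 without ROI 001). *Mup13* was lower in all 3 classes (-1.89, -2.32 and -2.96), and without ROI 005 its periportal adjusted p was 0.409. The periportal adjusted p of *Cyp2a4* was 0.116 without ROI 005. *Gm21783* was lower by -4.76 in PanCK+ and -3.72 in periportal segments, with an adjusted p of 1 in the latter without ROI 005.

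Counts of the 11 Y-linked targets, which the paper does not discuss, were low in control diet-fed *Trail* Δmye mice. With every PanCK+ segment thinned to a total of 23481, the mean Y-linked count of control diet-fed *Trail* Δmye segments was 0.247 of that of control diet-fed WT segments (12.65 to 16.7 against 52 to 65.9, no overlap), which argues against depth and the count floor. DDC-fed *Trail* Δmye segments had 23.05 to 33, a ratio of 1.91 to the control diet-fed ones of the same genotype without overlap, which argues against a variant of the genotype in the probes' targets. That test was changed after a first form, on the level over the negative probe, had decided nothing because ROI 035 (1.56) overlapped the controls (up to 1.60). DDC-fed WT segments (26.8 to 32.75) also lay below control diet-fed WT segments. Most of the targets belong to multi-copy families whose probes can bind each other's transcripts, and the single-copy ones (*Ddx3y*, *Eif2s3y* and *Uty*) had 1 to 3 counts each in PanCK+ segments of control diet-fed mice, too few to compare. In periportal segments of *Trail* Δmye mice, with more counts, the 3 together had 7.26 to 19.2 counts per 100000 on the control diet and 13.3 to 24.3 on the DDC diet, groups that overlap through ROI 027 alone (the other 3 control segments had 7.26 to 8.67). Parenchymal segments of *Trail* Δmye mice had 7.53 and 8.28 against 26.9 and 35.5, at totals of 252265 and 265758 against 33832 and 48357, and the control segment of WT mice had 8.09 with all 3 genes at 1 count. In periportal segments on the control diet, the female-biased liver genes lay above the male-biased ones by a median of 1.08 (*Trail* Δmye against WT, 0.44 against -0.64, over 21 and 28 genes), beyond 95% of random lists (0.44), which is consistent with female mice behind the control diet-fed *Trail* Δmye segments. Without genes at 1 count in every segment of a group the difference was 0.77 (-0.13 against -0.89, over 9 and 21 genes), also beyond 95% of such random lists (0.55). Other runs of the same lists were within the range of random lists, with 0.27 for PanCK+ segments on the control diet (82.5th percentile), 0.0007 for PanCK+ segments of DDC-fed mice (49.4th) and -0.07 for periportal segments of DDC-fed mice (21.6th). The paper describes its mice as gender-matched, *Xist* was not analysed here, and the sex of the mice stays open.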

How the results depend on the processing

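The alternatives with counts of 1 set to 0, with thinning to the smallest total, and with the negative probe counted as a gene were chosen only after the results were seen.

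The order below is PanCK+, periportal IBA1+, parenchymal IBA1+, with the main counts of 96, 125 and 30 called genes for the diet in WT mice, 221, 989 and 96 for the diet in *Trail* Δmye mice, 12, 6 and 10 for the interaction, 16, 2 and 25 between DDC-fed mice and 23, 21 and 21 between control diet-fed mice. Only counts that moved over 1.5 times are given for each alternative, and the cause was not tested unless it is named. TMM factors gave 75 genes for the diet in periportal WT segments. All other counts stayed within 1.5 times, though which way genes went in PanCK+ segments did not. DESeq2 gave 53 for the diet in WT PanCK+, 76 in WT periportal and 9 in WT parenchymal segments, 134, 563 and 38 in *Trail* Δmye mice, 2, 3 and 2 for the interaction, 1 and 8 between DDC-fed periportal and parenchymal segments, and 10 and 9 between control diet-fed PanCK+ and parenchymal segments. limma on log2(Q3-normalized count + 1) gave 404, 432 and 107 for the diet in WT mice, 563 in periportal *Trail* Δmye segments, 39, 20 and 16 for the interaction, 15 and 55 between DDC-fed periportal and parenchymal segments, and 53 and 44 between control diet-fed PanCK+ and periportal segments. With 0.5 in place of 1 it gave 384, 423 and 75, then 566, then 37 and 20 for PanCK+ and periportal interactions, 15 and 54, and 57 and 34. The filter on low counts keeps 1012, 3662 and 1176 genes, so that fewer genes are tested. It gave 266, 210 and 88 for the diet in WT mice, 183 in parenchymal *Trail* Δmye segments, 11 and 19 for the periportal and parenchymal interactions, 97 between DDC-fed PanCK+ segments and 863 for PanCK+ against IBA1+ segments. With only the compared groups the counts were 174 for the diet in WT PanCK+ segments, 1 between DDC-fed periportal and 16 between DDC-fed parenchymal segments. With all segments in one fit they were 3 for the parenchymal interaction and 5 between DDC-fed parenchymal segments. These fits with fewer groups, and the unpaired test, were not run for interactions or where a group holds 1 segment. At the volcano thresholds, which apply no correction for multiple tests, the counts were 641, 534 and 423 for the diet in WT mice, 783 and 623 in PanCK+ and parenchymal *Trail* Δmye segments, 406, 203 and 322 for the interaction, 594, 206 and 499 between DDC-fed and 256, 255 and 282 between control diet-fed mice, and 2 of the genes of Fig. 5F (*Cxcl5* and *S100a8*). The unpaired test at these thresholds gave 859 and 515 for the diet in WT PanCK+ and periportal segments, 634 and 490 in *Trail* Δmye PanCK+ and parenchymal segments, 330, 230 and 364 between DDC-fed and 342 and 372 between control diet-fed PanCK+ and periportal segments, and 2 of the genes of Fig. 5F. The unpaired test with adjusted p gave 0 for the diet in WT periportal segments (656 at an unadjusted p under 0.05), 413 in *Trail* Δmye periportal and 0 in *Trail* Δmye parenchymal segments (880 unadjusted), 52, 34 and 0 (587 unadjusted) between DDC-fed mice, and 0 (778 unadjusted) and 4 between control diet-fed PanCK+ and periportal segments. For the same contrasts edgeR, DESeq2 and limma gave the counts above. With counts of 1 set to 0, it was 163 and 208 for the diet in WT PanCK+ and periportal segments, 587 and 148 in *Trail* Δmye periportal and parenchymal segments, 11 for the periportal interaction, and 24 and 45 between DDC-fed periportal and parenchymal segments. The PanCK+ interaction turned negative for *Ccl2* (-3.56), *Cxcl1* (-3.33), *Cxcl5* (-3.46) and *S100a8* (-2.30), since control diet-fed WT segments at 1 count then stand at 0. Thinned to the smallest total, which removes counts, 55 and 29 genes were called for the diet in WT and *Trail* Δmye PanCK+ segments, 0 for the PanCK+ interaction (182 unadjusted) and 3 between DDC-fed PanCK+ segments. Periportal segments had 72 for the diet in *Trail* Δmye mice, 2 for the interaction and 0 between DDC-fed mice (140 unadjusted). Parenchymal segments had 0 for the diet in WT mice (253 unadjusted) and in *Trail* Δmye mice (325), for the interaction (147), between DDC-fed (233) and between control diet-fed mice (208). *Ccl2* turned to -0.20 and *Tnf* to -0.041 in the PanCK+ interaction and between DDC-fed PanCK+ segments, and *Cx3cl1* to -0.13 between DDC-fed PanCK+ segments. Between DDC-fed PanCK+ segments, *Cx3cl1* also turned to -0.064 with TMM factors and -0.080 with DESeq2 (main 0.19). Over the 12 group means 4158 genes had a coefficient of variation above 20%, against 9339 over segments, and 9340 with the negative probe counted. The first principal component held 10.6% with scaled genes and 18.7% with the genes of interest, against 13.5%. With the correlation estimated, 8 of 75 marker tests passed in place of 27. With the ROI number as a replicate block, 1881 genes were called between PanCK+ and IBA1+ segments of the 15 ROIs with both, and 1654 without the block on the same 30 segments.

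For the genes named, 1446 of 1748 values under the alternatives kept direction and call, 235 lost the call, 56 gained one and 11 changed direction. With single segments left out, 1246 of 1392 did, 129 lost the call, 12 gained one and 5 changed direction. Those 5 are *S100a8* for the diet in WT PanCK+ segments (main 0.18, range -0.039 to 0.36, with -0.039 without ROI 001 and -0.0020 without ROI 007, all fitted over control segments at 1 count, so that no direction is given), *Cx3cl1* (main 0.19, -0.032 without ROI 007 to 0.64) and *Ccl2* (main 0.26, -0.051 without ROI 011 to 0.77) between DDC-fed PanCK+ segments, and *Ccl2* in WT periportal segments (main -0.42, range -0.83 to 0.15, with 0.15 without ROI 005). Without single segments the counts for the diet ranged from 58 to 90 in WT and 114 to 402 in *Trail* Δmye PanCK+ segments, 30 to 134 and 755 to 1155 in periportal and 22 to 43 and 55 to 95 in parenchymal segments. The interaction ranged from 6 to 14, 0 to 9 and 3 to 16, the comparison of DDC-fed mice from 1 to 58, 1 to 2 and 9 to 54, that of control diet-fed mice from 13 to 22, 4 to 22 and 14 to 14, PanCK+ against IBA1+ from 1454 to 1930, and the genes of Fig. 5F from 0 to 1 (1 without ROI 035). The segments behind each such move are named beside the results. Depth limits the weak targets. In control diet-fed WT PanCK+ segments the raw 75th percentile was 2 to 3 counts and in ROI 035 it was 80, so that a fall of weak genes from the WT controls was not detectable at this depth.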

Differences from the paper's values

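The alternatives with thinning and with counts of 1 set to 0, and the use of lower bounds beside the paper's values, were chosen only after the values were seen. The readings from the figures were also made again at higher zoom, and more were added, after the results were known, so that the comparison with them is not blind.

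The paper reports 2110 genes after a filter for a high coefficient of variation (20%). It does not say whether this is a threshold or a share of the ranking. As a threshold, 20% gave 9339 genes here. None of the alternatives set before the data were examined comes within 1.5 times of the paper's count, with 10547 on linear values, 10138 over the columns of fold change and 4158 over group means. The genes above the 80th percentile of the coefficient number 2110 on every scale tried, since the number of genes alone fixes this.

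Of 59 log2 fold changes that were read by eye from the volcano plots and have a value here, 58 have the same sign. For 12 of them a group was at 1 count in every segment, so that only a lower bound is known, and 0 of the 12 bounds are over 1.5 times the paper's fold. Of the other 47, 14 differ in sign or by more than the SD of the segments. This SD is pooled over both groups, on log2(Q3-normalized count + 1). It holds neither the error of reading by eye nor the standard error of the fold change. In PanCK+ segments of *Trail* Δmye mice, *Cx3cl1* is the paper's about 3.6 in Fig. 5D, read by eye, and 1.71 here, and no alternative set before the data were examined closes the gap (1.44 to 1.72). For periportal IBA1+ segments of WT mice, *Ccl2* is about 2.0 in Fig. 5E, read by eye, and -0.42 here. No alternative set before the data were examined closes it (-0.42 to -0.29 with every segment kept). Leaving out single segments widened this range. The value turned positive without ROI 005 of the controls, still well short of the paper's. In *Trail* Δmye mice, *Ccl2* is about 2.3 in Fig. 5E, read by eye, and 1.29 here (alternatives 1.10 to 1.30), and *Spp1* about 3.0 in Fig. 5E, read by eye, and 4.18 here (3.97 to 4.24), and no alternative set before the data were examined closes either.

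In parenchymal IBA1+ segments of WT mice, with a single control segment, 7 of the 8 values that are not bounds differ. No alternative set before the data were examined closes the gap for *Sult2a8* (about -3.8 in Fig. S5C, read by eye, and -3.36 here), *Car3* (about -3.3 in Fig. S5C, read by eye, and -3.12), *Cyp8b1* (about -3.4 in Fig. S5C, read by eye, and -1.55) and *Gsta4* (about 2.5 in Fig. S5C, read by eye, and 2.36). *Hsd3b5* is about -4.4 in Fig. S5C, read by eye, and -3.84 here. No alternative set before the data were examined closes it. Counts of 1 set to 0, chosen after seeing the values, gives -4.4. That setting loses the call of *Hsd3b5* itself, and of no other gene that both the paper labels and edgeR called. *Slco1a1* is about -4.0 in Fig. S5C, read by eye, and -3.84 here, closed without ROI 010 (-3.91) and by no other alternative. *Krt8* is about 3.7 in Fig. S5C, read by eye, and 3.47 here. TMM factors (3.79), DESeq2 (3.79), the filter on low counts (3.57) and leaving out ROI 010 (3.59) close it, and limma (3.43 and 3.44) and all segments in one fit do not. For *Trail* Δmye mice, *Anxa5* is about 2.3 in Fig. S5C, read by eye, and 1.83 here (1.78 to 2.08), and *Mmp12* about 2.9 in Fig. S5C, read by eye, and 4.18 here (4.00 to 4.47), closed by no alternative set before the data were examined. *Lcn2* is about 3.5 in Fig. S5C, read by eye, and 3.1 here, closed by TMM factors (3.25), DESeq2 (3.36), the filter on low counts (3.33) and leaving out ROI 030 (3.38) or ROI 037 (3.30), and not by limma (2.93 and 3.01), the unpaired test (2.93), only the compared groups (3.11) or all segments in one fit.

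The paper states that the chemokines and cytokines of Fig. 5F were higher in cholangiocytes of DDC-fed *Trail* Δmye mice. *S100a8*, *Tnf*, *Cxcl5*, *Cx3cl1* and *Cxcl1* had that direction here, and 0 of them passed over all genes in edgeR, DESeq2 or limma (2 of them, *Cxcl5* and *S100a8*, at an unadjusted p under 0.05). The volcano thresholds and the unpaired test at those thresholds each pass 2, and edgeR passes 1 without ROI 035. Fig. 5F itself shows DDC-fed values relative to each genotype's control diet-fed mice. The difference of the diet effect between genotypes, which is nearer to that measure, passed for 0 of them in edgeR. The paper also reports more *Cxcl1* mRNA by in situ hybridization in cholangiocytes of *Trail* Δmye than of *Trail* fl/fl mice, which was not analysed here. The paper states that volcano plots and pathway analysis showed no discernible difference between the genotypes in parenchymal macrophages. Here the diet effects of the genotypes shared 5 genes called higher and 10 called lower. Between DDC-fed mice 25 genes were called in edgeR, against 9 without ROI 012, 8 in DESeq2, 55 in limma, and 0 in the unpaired test with adjusted p (587 unadjusted) or with thinning (233 unadjusted). The interaction, which rests on 1 control segment of WT mice, was called for 10 genes in edgeR, 2 in DESeq2, 16 in limma and 0 with thinning (147 unadjusted). The pathway analysis was not repeated. These calls are of IBA1+ segments, in which hepatocyte RNA was also counted, and do not by themselves show a difference between macrophages.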

Other observations

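The setting that thins the segments was chosen only after the data were seen, though before its own result, and the count of genes shared with WT mice over splits was chosen only after the result was seen.

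The ratio of the diet fold in *Trail* Δmye to that in WT PanCK+ segments had a median of 2.89 over the 6 genes that the paper names from Fig. 5F. With every PanCK+ segment thinned to a total of 23481 it was 1.38, between 1.07 and 1.65 over 20 draws. The depth and the count floor of the segments may thus account for part of the difference, and since the median of the draws lies between the bound for depth as the cause and the bound for excluding it, with single draws beyond each, the 2 cannot be told apart at this depth. The control segments at 1 count keep it open. Against 10000 random lists of 6 genes of like level, the median log2 ratio of 1.53 lay at the 99.8th percentile (median of the lists 0.52, 95th percentile 1.08, all genes 0.40). A general shift of genes of similar level was to be excluded above the 95th percentile, but the study picked these 6 genes on these segments, so that a high rank is built in and the bound was wrong for them. A shift and a change of these genes cannot be told apart here.

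Other splits of the segments were counted for the diet contrasts. They treat segments as exchangeable, and since segments can share an animal, they exclude no chance difference between animals. In PanCK+ segments of WT mice 1 of 35 splits, the real one, gave 96 genes or more. The highest other gave 15, and a chance split of the segments is excluded. In PanCK+ segments of *Trail* Δmye mice 18 of 100 gave 221 or more, with 2344 as the highest other, so that the number of genes alone does not exclude chance. The splits with the most genes set ROI 035 apart from ROI 032, ROI 033, ROI 034 and ROI 036, a structure of the samples. Of the 221 genes, 51 were called in the direction of the calls in WT mice, which come from other segments. Only the real one of the 100 splits gave 51 or more (1 of 100), so that a chance split is excluded for these shared genes. The next, with 49, 48 and 45, differ from the real split by ROI 035 and 1 control segment, and every other split gave 4 or fewer. In periportal IBA1+ segments of *Trail* Δmye mice 1 of 100 gave 989 or more (highest other 777). For PanCK+ against IBA1+ segments 1 of 100 gave 1670 or more (highest other 1220). A chance split of the segments is excluded for both.

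On the control diet, no marker set was called between the genotypes in PanCK+ or parenchymal segments, and in periportal segments fibroblast markers were called higher in *Trail* Δmye mice at the preset correlation (median 0.53, adjusted p = 0.0155) and not at the estimated one (0.415). With the 7 of their 10 genes that were at 1 count in every WT segment at their lower bound, the median was -0.65, so that no direction is given. Between DDC-fed PanCK+ segments the strain and allele genes *Wdfy1* (0.69, adjusted p = 0.702) and *Lyz2* (-0.28, adjusted p = 0.968) were not called.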
